# Bone morphogenetic protein-2-mediated pain and inflammation in a rat model of posterolateral arthrodesis

**DOI:** 10.1186/s12868-016-0314-3

**Published:** 2016-12-01

**Authors:** Kendall Mitchell, Jill P. Shah, Clifton L. Dalgard, Lyubov V. Tsytsikova, Ashley C. Tipton, Anton E. Dmitriev, Aviva J. Symes

**Keywords:** Cytokines, Hyperalgesia, Dorsal root ganglia, Inflammation, Macrophages, Bone morphogenetic protein-2

## Abstract

**Background:**

Bone morphogenetic protein-2 (BMP-2) is a pleiotropic, secreted molecule with diverse effects. The potent ability of BMP-2 to stimulate bone growth prompted its widespread clinical use for arthrodesis (spine fusion). However, elevated post-operative pain in patients treated with BMP-2 has been increasingly reported. Determining whether BMP-2 induces pain directly or whether it induces neuroinflammation, which could lower the threshold for pain, is important for developing therapeutic interventions. We therefore modeled the clinical use of BMP-2 for posterior lumbar fusion by implanting absorbable collagen sponges soaked with either recombinant human BMP-2 (rhBMP-2) or vehicle above the L4–L5 transverse processes of rat spine.

**Results:**

Using microarray analysis we found that implantation of rhBMP-2-soaked absorbable collagen sponges resulted in altered expression of numerous pro-inflammatory genes in the adjacent dorsal root ganglia (DRG) showing that implantation of rhBMP-2/absorbable collagen sponges triggers potent neuroinflammatory responses in the DRG-2. Interestingly, direct BMP-2 treatment of DRG explants resulted in changes in gene expression that were not specifically pro-inflammatory. Rats implanted with rhBMP-2 in absorbable collagen sponges also exhibited a transient change in thermal and mechanical sensitivity indicating that rhBMP-2 applied to the lumbar spine could increase pain sensitivity. Immunohistochemical analysis indicated macrophage infiltration in the DRG and spinal nerve in rats implanted with rhBMP-2/absorbable collagen sponges or absorbable collagen sponges alone, but not in rats that underwent surgery without implantation of the absorbable collagen sponges suggesting that the sponges contributed to the biological response. Indeed, analysis of DRGs taken from rats implanted with absorbable collagen sponges without rhBMP-2 showed a significant change in gene expression distinct from DRGs from rats undergoing surgery only.

**Conclusions:**

Our data indicate that implantation of rhBMP-2/absorbable collagen sponges on the lumbar spine triggers potent neuroinflammatory responses in the DRG. Importantly, however, these BMP-2 effects may be partially mediated through a response to the absorbable collagen sponges.

## Background

Bone morphogenetic proteins (BMPs) have multiple functions in growth and differentiation, including promotion of the development of cartilage and bone [1]. The osteoinductive properties of BMP-2 prompted its development into clinical use to promote bone growth and fracture healing, including arthrodesis (spine fusion). Each year, nearly 500,000 people undergo arthrodesis procedures for treating conditions of the spine. Until the development of BMP-2, arthrodesis was mainly performed using bone graft, typically harvested from the iliac crest of the same patient. FDA approval of recombinant human BMP-2 (rhBMP-2) for interbody fusion in the anterior lumbar spine was initially widely welcomed by orthopedic surgeons as it enabled more rapid spinal fusion without the morbidity associated with a second harvesting surgical site [2, 3]. Subsequently, many surgeons started performing “off-label” procedures with rhBMP-2 in all spinal regions [4]. However, increasing evidence indicates that rhBMP-2 administration is not more efficacious than bone graft [5]. Further, there are now numerous reports of side effects including ectopic bone formation, male infertility and additional neurological problems [6–9]. In 2008 the FDA issued a warning about life threatening complications associated with off-label use of rhBMP-2 in the anterior cervical spine [10]. However, rhBMP-2 is still widely used in the lumbar spine. A recent comprehensive meta-analysis of several clinical trials also revealed a significantly increased risk ratio for the development of post-operative back and leg pain in patients when rhBMP-2 is used for posterolateral arthrodesis, a surgical procedure used to fuse two or more vertebrae [5].

BMP-2 receptors, which propagate BMP-2 signaling in part by phosphorylating the BMP-2 specific transcriptional factors Smad1/5/8 [11], are expressed in nociceptive neurons of the dorsal root ganglia (DRG) and in pain processing lamina of the dorsal horn of the spinal cord [12]. While it is not known whether BMP-2 participates in nociceptive processing, the related molecules, transforming growth factor-β (TGF-β) and activin A, have prominent roles in nociception, with exogenous administration of these molecules exerting anti- or pro-nociceptive effects in a manner dependent on route of injection [12–15]. Thus, as rhBMP-2 is placed in close proximity to the DRG and spinal nerve in posterolateral arthrodesis, one possibility for the pain reported by rhBMP-2 arthrodesis patients is direct activation of nociceptors by rhBMP-2. However, it is also possible that rhBMP-2 may induce pain indirectly, for example by triggering neuroinflammation [16–21], which could lead to sensitization of nociceptors. In this paper we have modeled the off-label use of rhBMP-2, implanted within an absorbable collagen sponge (ACS) and characterized its effects on DRGs adjacent to its placement. We show that the effects of rhBMP-2 on nociception are mediated by neuroinflammatory changes, potentially enhanced by macrophage recruitment by the absorbable collagen sponge. These data suggest that some adverse effects of rhBMP-2 application are due to a combination of the cytokine and the collagen sponge.

## Methods

### Animals

All animal and care procedures were approved by the Institutional Animal Care and Use Committee of the Uniformed Services University and performed in accordance with the ARRIVE guidelines. Sasco Sprague-Dawley female rats (225–275 g), purchased from Charles River Laboratories (Frederick, MD, USA), were housed in regular cages (2 rats/cage) with access to food and water ad libitum on a 12:12 reversed light/dark cycle in USU animal facilities. Rats were allowed to acclimatize to the animal facilities for a week after arrival.

### Materials

Recombinant human bone morphogenetic protein-2 (rhBMP-2), carrier free, was purchased from R&D Systems (Minneapolis, MN, USA). Absorbable bovine type I collagen sponges (ACS; Avitene Ultrafoam) were purchased from Davol Inc (Warwick, RI, USA). rhBMP-2 was resuspended at a concentration of 100 μg/ml in vehicle (333.02 mM glycine, 25.14 mM l-glutamic acid, 1.71 mM NaCl, 0.5% (w/v) sucrose, and 0.01% (v/v) Tween 80, pH 4.5) on the day of surgery. Primers were synthesized by Integrated DNA Technologies (Coralville, IA, USA). Rat Ref-12 Expression BeadChips were purchased from Illumina (San Diego, CA, USA).

### Experimental design

Rats were randomly divided into three groups

Group 1: Surgery plus implantation with rhBMP-2 in absorbable collagen sponges (rhBMP-2/ACS)
Group 2: Surgery plus implantation with vehicle in absorbable collagen sponges (sponge or vehicle/ACS)
Group 3: Surgery alone (no sponge)

The number of animals that underwent these implantation surgeries for each of the readouts discussed in this paper are shown in Table 1. RNA was extracted from DRGs taken from all of these rats. For microarray analysis only the best quality and highest concentration four RNA samples were sent off for analysis, as the requirements for the amount of RNA and its quality were very stringent for the analysis to proceed. Behavioral analyses were conducted on a different cohort of rhBMP-2/ACS (n = 12) and vehicle/ACS (n = 11) animals. To examine changes in the DRG by immunohistochemistry, three groups of rats were sacrificed on days 7–8; rhBMP-2/ACS (n = 9), vehicle/ACS (n = 6) animals and ‘no sponge’ animals (n = 5). No animal was excluded from the study except for technical problems with the material extracted from it.

**Table 1:** Number of animals used for microarray and QPCR analyses

Post surgery days	1	3	7
Microarray			
rhBMP/2/ACS	N = 6	N = 6	N = 6
Vehicle/ACS	N = 6	N = 6	N = 6
No sponge	N = 6	N = 6	
QPCR			
rhBMP/2/ACS	N = 5	N = 7	N = 5
Vehicle/ACS	N = 5	N = 6	N = 5
No sponge	N = 5		N = 5

### Animal surgery

Ketamine/xylazine (80 and 10 mg/kg; respectively) was injected i.p. to induce general anesthesia. The backs of rats were shaved and aseptically prepared. Rats were placed in sternal recumbency on a covered heating pad and a surgical microscope was used to make a dorsal midline skin incision overlying the spinous processes from L3 to S1. The dorsal fascia and adipose tissue was dissected between L3 to S1 and the underlying muscle was cut just adjacent to the spinous process down to and near the facet joint. L4 and L5 transverse processes were exposed by retracting the overlying muscle. No decortication was performed. Two absorbable collagen sponges (ACSs) each soaked with either 400 μl of rhBMP-2 (100 μg/ml) or vehicle (333.02 mM glycine, 25.14 mM l-glutamic acid, 1.71 mM NaCl, 0.5% (w/v) sucrose, and 0.01% (v/v) Tween 80, pH 4.5) were implanted unilaterally over the L4–5 transverse processes. Thus, each animal either received 80 µg rhBMP-2 (BMP/ACS) or only vehicle (Vehicle/ACS). Additionally, a set of ‘no sponge’ animals received the identical surgery but no ACS implants. The overlying fascia and then skin of animals were closed using a 6.0 nylon suture. Animals were returned to housing facility once they recovered from anesthetic and began walking (approximately 3 h after surgery) and each animal was monitored daily.

### Behavioral testing

Behavioral testing was performed to evaluate the functional changes in the animals undergoing posterolateral arthrodesis with or without the use of rhBMP-2. Post-operative changes in nociception were evaluated using a Von Frey mechanical withdrawal test and a thermal sensitization assessment relative to baseline recordings obtained before surgery. Investigators were blinded to the group assignment of each rat, as one investigator performed the surgeries, and a second performed the behavioral measurements. All behavioral experiments were performed between the hours of 9 am and 12 pm, in a dark room.

#### Von Frey mechanical withdrawal test

Rats were placed unrestrained under plastic enclosures on an elevated wire mesh platform and allowed to acclimate for at least 30 min. Sugared cereal was given to rats during the acclimation period and occasionally during the stimulation period in order to prevent animals from falling asleep. Cereal was never given immediately before stimulation of a paw. The mechanical withdrawal threshold test was performed by applying an ascending series of calibrated nylon monofilament von Frey hairs (Ugo Basile, Italy) perpendicular to the mid-plantar surface of each animal’s hind paw at a slow, constant speed until the hair bent. A sharp withdrawal during the application of the hairs or flinching immediately upon removal of the hairs was considered a positive response. Each hair was applied to the hind paw a maximum of five times (i.e., 5 trials) unless threshold was reached. Occasionally it was observed that animals responded strongly to one hair (e.g., 80 or 100% withdrawal) and very weakly (e.g., 20%) or not at all to the next one or more successive hairs. We therefore expanded our criteria for determining mechanical threshold such that it was not based on responses to a single hair but rather when an average response of 60% was reached over three successive hairs. The logarithmic of the bend force value of the second hair in this series was established as the mechanical threshold. Series of von Frey testing was first performed on the right hind paw (ipsilateral) followed by the left hind paw. A cutoff of 60 g was used because larger filaments lift the paw, preventing accurate assessment of acute pain-induced withdrawal responses. Testing was performed for three days before surgery with the results from the final pre-surgery day used as baseline. Surgery was performed and testing was then performed on days 1, 3 and 7 post-surgery.

#### Application of thermal stimuli

Thermal testing was performed using a radiant heat stimulus from a focused incandescent light source as previously described [22]. After von Frey testing, rats were placed unrestrained under plastic enclosures on an elevated glass platform. The enclosures (23 × 13 × 13 cm) were large enough for the rats to move around. Rats were allowed to habituate for 5–10 min before testing. Care was taken to keep the glass surface dry and free of debris or excrement. Latency before paw withdrawal was taken as the readout of thermal sensitization. The intensity of the light beam was adjusted to provide a reflex withdrawal latency of approximately 6–8 s in naive animals. The mid-plantar footpad was tested twice for each hind paw. A minimum of 3 min was allowed between testing of the same paw to minimize sensitization.

### RNA isolation and quantitative PCR

Animals were sacrificed 1, 3 or 7 days post-surgery, L4 and L5 DRG and the corresponding dorsal spinal cord were removed, rinsed with PBS, quickly blotted and snap frozen on dry ice. To isolate RNA, tissue was sonicated in Trizol Reagent (Life Technologies), followed by purification with the RNeasy Mini Kit (Qiagen) according to manufacturers instructions. cDNA was synthesized from 200 ng RNA using Superscript III (Life Technologies) and QPCR performed using SYBR Green (Qiagen) in a CFX96 real time system (BioRad) with the primers listed in Table 2.

**Table 2:** Primers used for QPCR

Gene	Forward		Reverse		Amplicon	Tm (°C)
	Sequence	Position	Sequence	Position		
ATF-3	TGCCTGCAGAAGGAGTCAGAG	494–514	CTTCCGGCGTCCGCCCGTTCT	650–630	157	56
CD68	AATTCACCTGGACCTGCTCTC	837–857	ACGCAGAAGGCAATGAGCACC	1004–984	168	54
C-FOS	CTGTCAACACACAGGACTTTT	262–282	CGCTCTGGTCTGCGATGGGGC	410–390	149	50
CGRP	AACCTTAGAAAGCAGCCCAGGCATG	102–126	GTGGGCACAAAGTTGTCCTTCACCA	442–418	246	59
COL18A1	AGGTAAGGATCTGGGCTA	3064–3081	CCTCGTTGTCCGTCCCG	3237–3221	174	50
COX-2	CGAGGACTGGGCCATGGAGTG	746–766	ACCTCTCCACCGATGACCTGA	864–844	119	57
DYN	GCCCCAGCAGGAAGGGTGATA	211–231	CAGGGACGAAATCAGGGGGTT	371–359	157	57
GAPDH	ACCATCTTCCAGGAGCGAGA	292–311	GGCGGAGATGATGACCCT	438–421	147	56
ID1	GTGAGCAAGGTGGAGATACTG	304–321	GCTGGAACACATGCCGCCTCG	482–462	179	52
IL-1β	GACCCCAAAAGATTAAGGATT	136–156	AAAGAAGGTGCTTGGGTCCTC	335–315	200	50
MCP-1	CCAGAAACCAGCCAACTCTC	25–44	CCGACTCATTGGGATCATCT	216–197	192	53
S100A8	GTGCAGAATAAAAATACCGAA	159–179	GCTGTCTTTATGAGCTGCCAC	281–261	123	48
SMAD6	ACTGGATCTGTCCGATTCTAC	873–893	CCGGAGCTCCCAGTACGCCAC	1023–1003	151	50
SMAD7	AGAGTCTCCCCCTCCTCCTTA	755–775	AAGAAGTTGGGAATCTGAAAG	899–879	142	48
SUB P	AGAGGAAATCGGTGCCAAC	2128–2107	TGCCCATTAATCCAAAGAACTG	1456–1474	152	52
TNF-α	CGGTCCCAACAAGGAGGAGAA	323–343	AGGAGGGCGTTGGCACGCTGG	502–482	180	50
TRPV1	TACTACAAGGGCCAGACAGCA	672–692	GGGGCAGCTCACCAAAGTAGA	834–814	163	55

Expression of the housekeeping gene GAPDH was assessed in duplicate in parallel wells. Expression of target RNA was normalized to GAPDH, and relative changes in mRNA expression levels between control and treated samples were calculated by the delta delta threshold cycle (∆∆Ct) method as previously described [23] using BioRad CFX96 Manager software.

### Immunohistochemistry

Animals on post-operative days 7–8 were perfused with ice-cold PBS followed by 4% paraformaldehyde. Contralateral and ipsilateral DRGs (L4 and L5) were removed, post-fixed overnight in 4% paraformaldehyde and then transferred to 30% (w/v) sucrose solution for at least 48 h at 4 °C. For assessment of cell infiltration into the spinal nerve, approximately a 2 cm stretch of nerve was taken along with the corresponding L4 or L5 DRG. DRG samples were then embedded in O.C.T. and sectioned at 20 µm by cryostat. Sections were blocked with 5% normal goat serum in PBS and 0.3% Triton X-100 (TX) for 1 h. The following antisera were used: anti-GFAP, rabbit polyclonal (1:1000, DAKO Z0334); anti-ED-1, mouse monoclonal (1:500, Millipore MAB1435); and anti-IBA-1, rabbit polyclonal (1:1000, Wako, 019-19741). Fluorescent labeling with secondary antibodies was performed using Alexa Fluor 568 goat anti-mouse and Alexa Fluor 488 goat anti-rabbit (1:500, Invitrogen, A11031 and A-11034, respectively). Images were acquired using an Olympus BX61 inverted microscope attached to a Retiga EXi Aqua CCD camera using iVision software (BioVision Technologies). Cell counts of 10× images were performed using ImageJ software (National Institutes of Health). The section with the greatest number of immunopositive cells (chosen from a maximum of four per slide with inter-section intervals of 400 µm) was used to represent cell counts per animal. Cell counts were calculated as the number of immunopositive cells per unit area of tissue, as the field of view at 10× was rarely but occasionally larger than the size of the tissue.

### BeadChip genome-wide RNA expression analysis

Genome-wide RNA expression analysis was performed as previously described [24, 25]. Briefly, RNA was isolated from DRGs with the RNeasy Mini Kit (Qiagen). Total RNA integrity was determined with the RNA Nano 6000 chip on the Agilent 2100 Bioanalyzer. Total RNA with a RNA integrity number (RIN)  > 8.0 was labeled using a TotalPrep RNA Labeling Kit (Ambion) before hybridization on Rat Ref-12 Expression BeadChips (Illumina) and imaging by the Illumina iScan System at the Lerner Research Institute Genomics Core, Cleveland Clinic, Cleveland, OH. Rat Ref-12 BeadChips allow for probing of ~22,523 well-established and provisional annotated transcripts. Raw data generated from iScan imaging was outputted using the GenomeStudio software package and Gene Expression module.

### BeadArray data analyses

Raw BeadArray data was pre-processed by offset background subtraction and quantile normalization settings using the GenomeStudio data analysis software (Illumina). Post-output processing was performed by selecting transcript features if the detection *p* value <0.05 occurred in at least 75% of the samples for a experimental group (which corresponds with a 95% confidence in accurate detection over background beads). Differentially expressed BeadArray expression values between vehicle and rhBMP-2 treatment group samples were determined using the ComparativeMarker Selection module within GenePattern 3.8.0 analysis platform [26]. Differentially expressed BeadArray features were filtered for fold changes >1.66 and *p* values <0.1 between groups. Differentially expressed BeadArray features corresponding to transcripts were queried for relationships using GO, GATHER, and GSEA [27, 28]. Heatmaps of enriched transcript subsets were visualized using HeatMapViewer within GenePattern 3.8.0.

### DRG explant cultures

Excised DRG from adult naïve rats were briefly rinsed in HBSS to remove excess blood from tissue before placing in a well of 24-well plates containing DRG medium (MEM, 5% heat-inactivated horse serum, 10 mM HEPES, 1 mM Na-pyruvate, GlutaMAX (Life Technologies, NY, USA), N-2 (1×, Life Technologies) and 1× antioxidant supplement (A1345, Sigma Aldrich, MO, USA). L4 and L5 DRGs from the right side of an animal were incubated in 1 ml of DRG medium containing rhBMP-2 while the DRGs from the left side of the same animal were incubated in medium containing vehicle. After incubating for 24 h at 37 °C; 5% CO_2_, DRGs were collected and RNA isolated with Trizol. cDNA was synthesized as described and expression of different genes analyzed by QPCR. For analysis of the effect of different concentrations of BMP-2, we ran a one way ANOVA for each primer set, with Dunnetts correction for comparison to vehicle treated explants.

### Statistical analysis

For analysis of gene expression in tissue samples removed from rats that had surgery performed on one side only we performed a repeated measures two way ANOVA matching ipsilateral with contralateral samples for comparison of both treatment and side with Sidak’s correction for multiple comparisons at each time point. Counting of ED1 positive cells in DRG and nerve taken from differentially treated rats was analyzed by two way ANOVA comparing distance and treatment. For comparison of the number of ED1 positive cells in the DRG or the sciatic nerve comparing animals implanted with vehicle/ACS or surgery alone, a two tailed students *t* test was run for either the DRG or the sciatic nerve comparing the two groups. For assessment of thermal hyperalgesia or tactile hypersensitivity data were analyzed using a mixed model for repeated measures, with group (BMP2 vs. vehicle) and time (pre-op and days 1, 3 and 7) as fixed factors and a random subject effect. Separate models were estimated for each side (ipsilateral and contralateral). Pairwise comparisons between groups at each time point, and between days for each group (days 1, 3 and 7 vs. pre-op only) were examined only when the corresponding main effect or interaction term was statistically significant (*p* < 0.05). In all examinations, a *p* value of <0.05 was considered statistically significant.

## Results

The device which the FDA approved to apply rhBMP-2 to promote lumbar spine fusion (Infuse^**®**^, Medtronic), consists of a small metallic cage containing rhBMP-2 in carrier type I bovine absorbable collagen sponge to be inserted between two vertebrae through an anterior surgical approach [2]. However, the vast majority of off-label surgical applications using rhBMP-2 for spinal fusion, either utilize a different surgical approach to the intervertebral disc (posterior approach), or directly implant the rhBMP-2 absorbed in the sponge within the posterolateral spinal space outside the intervertebral disc. Absorbable collagen sponges retain rhBMP-2, providing a half-life of rhBMP-2 in vivo of 2 days, with <5% remaining by 14 days [29]. We therefore employed a rat model for the application of rhBMP-2, by soaking absorbable collagen sponges (ACS) with either rhBMP-2 or vehicle and placing the ACS on the transverse processes across vertebrae to promote posterolateral arthrodesis. ACS soaked with either rhBMP-2 (80 µg/animal) or vehicle (control) was implanted (Fig. 1a). We picked this dose as it is a human equivalent dose (HED) of 3 mg for a 70 kg patient which is in the middle of the range of the dose of rhBMP-2 that a patient would receive [30, 31].

**Fig. 1:**
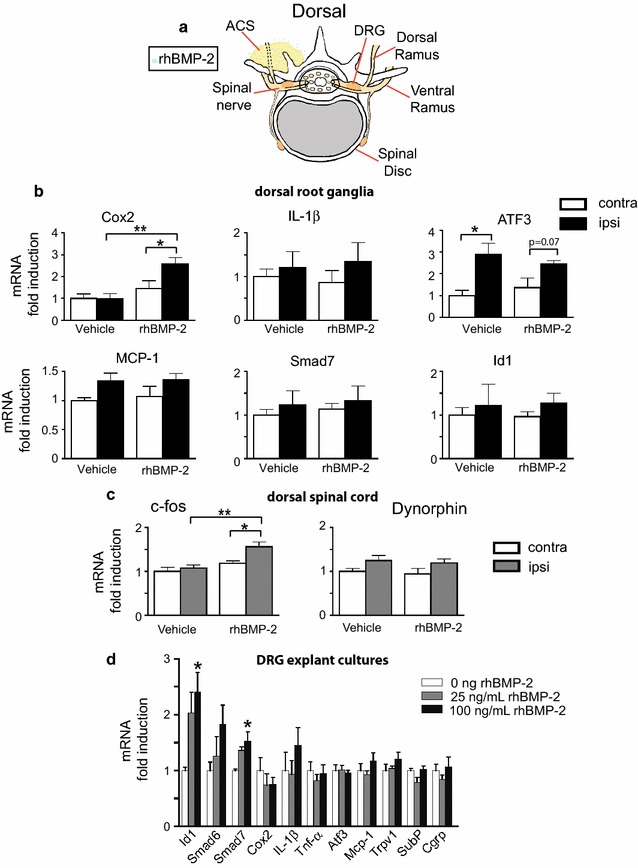
Application of rhBMP-2 in rat model of posterior lateral arthrodesis triggers changes in the PNS and CNS. **a** Illustration depicting placement of rhBMP-2/ACS next to the spine. Of the PNS structures, only the dorsal rami as well as nerves innervating the facet joint (not shown) are likely to make direct contact with rhBMP-2/ACS. **b** QPCR analysis of RNA isolated from ipsilateral and contralateral DRGs of rats 24 h after implantation of either rhBMP-2/ACS or vehicle/ACS. DRG samples were assessed using markers of inflammation (Cox-2 and IL-1β), nerve injury (ATF-3), nociceptive activity (MCP-1) and BMP-2 signaling (Smad-7 and ID-1) (mean ± SEM, n = 5, *p < 0.05, **p < 0.01). **c** QPCR analysis of RNA isolated from ipsilateral and contralateral dorsal horn spinal cord from the same animals as in 1B, 24 h after implantation of either rhBMP-2/ACS or vehicle/ACS. Increased expression of c-fos mRNA, but not dynorphin mRNA was detected in ipsilateral DSC of rhBMP-2/ACS implanted animals (mean ± SEM, n = 5*, *p* < 0.05, **p < 0.01). **d** QPCR analysis of RNA isolated from DRG explant cultures where L4 and L5 DRG from one side of a rat were combined and treated overnight in rhBMP-2 medium while L4/L5 DRG from the other side of the same animal were bathed in control medium (mean ± SEM, n = 4, *p < 0.05)

To determine whether implantation of rhBMP-2/ACS triggers changes in gene expression in the DRG, we measured the expression of a subset of known genes involved in inflammation, nerve injury, and BMP-2 signaling. rhBMP-2/ACS implantation resulted in a significant increase in the expression of the inflammatory marker, Cox-2, in the ipsilateral DRG compared to expression in the DRG of rats implanted with vehicle/ACS at 1 day post surgery (dps) (Fig. 1b). rhBMP-2 did not induce IL-1β, ATF-3 or MCP-1 mRNA indicating that rhBMP-2 did not globally induce inflammatory genes or those involved in nerve injury (Fig. 1b) [32–34]. However, in both groups, there was a significant induction of ATF-3 mRNA ipsilateral to surgery compared to the contralateral side. There was also no change in mRNA encoding the BMP target genes, Smad7 or ID1 mRNA.

We also examined expression of mRNA encoding the immediate early gene c-fos and the neuromodulatory peptide dynorphin in the dorsal spinal cord (DSC), as the DSC receives afferent input from the DRG. At 24 h c-fos mRNA, but not dynorphin, was significantly higher in the ipsilateral DSC of rhBMP-2 treated animals compared to expression in the ipsilateral DSC of vehicle/ACS animals (Fig. 1c). Thus, our data suggest that implantation of rhBMP-2 onto the spinal column causes changes in the DRG and these changes are transmitted to the dorsal spinal cord.

As we did not find any change in the expression of the BMP responsive genes, Smad7, Id1 or Smad6 (data not shown) in rats treated with rhBMP-2 (Fig. 1b), we wanted to determine whether cells in the DRG respond to BMP-2. We therefore treated DRG explant cultures for 24 h with different doses of BMP-2. In DRG explant cultures, rhBMP-2 induced expression of known target genes Id1 and Smad7, but did not change expression of the pro-inflammatory genes, Cox2, IL-1β or TNF-α, nor the nociceptive peptides substance P or CGRP (Fig. 1d). mRNA levels coding ATF-3, MCP-1 and the capsaicin receptor TRPV1 were also unaffected by rhBMP-2 treatment. Therefore, rhBMP-2 causes different changes in gene expression in DRG in explant culture than in innervated DRG in vivo.

To determine whether rhBMP-2/ACS induced changes in the inflammatory profile of the DRG involved the recruitment of immune cells, we examined DRGs for the presence of macrophages and neutrophils. rhBMP-2/ACS did not induce mRNA expression of S100a8, a neutrophil marker [35], or CD68, a macrophage marker, relative to expression in vehicle/ACS implanted animals at any time point (Fig. 2a, b). We did, however, observe higher CD68 transcript levels in the ipsilateral hemisphere of both rhBMP-2 (*p* < 0.05) and vehicle groups compared to their respective contralateral controls suggesting increased presence of macrophages with surgery (Fig. 2b). Immunohistochemical analysis confirmed detection of ED1^+^ macrophages in the DRG and spinal nerve of both rhBMP-2 and vehicle groups (Fig. 2c). ED1^+^ macrophages were rarely detected near nerve fibers in naive animals (data not shown). Equal numbers of ED1^+^ macrophages were found in the spinal nerve of rhBMP-2 and vehicle treated animals on days 7–8 with a gradient of macrophages observed—higher closer to the DRG and decreasing more distal to the DRG (Fig. 2d). ED1^+^ cells throughout the nerve comprised a subpopulation of IBA1^+^ macrophages, and were generally larger than the IBA1^+^/ED1^−^ population (Fig. 2e, f). Together, these data suggest that the surgery and/or implantation of the ACS contribute to the increased macrophage presence in the spinal nerve.

**Fig. 2:**
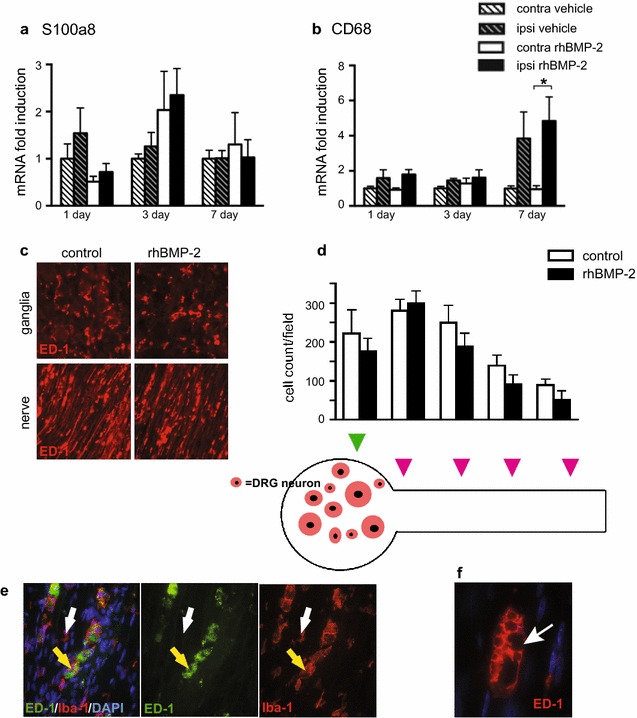
Increased numbers of macrophages in the DRG and spinal nerve of rats implanted with either rhBMP-2/ACS or vehicle/ACS. **a**, **b** QPCR analysis of RNA isolated from ipsilateral and contralateral DRGs 1, 3 or 7 days after implantation of rhBMP-2/ACS or vehicle/ACS. There was no induction of S100a8 mRNA (a neutrophil marker) at any time point, but at 7 dps, CD68 mRNA was induced ipsilateral to implantation of either rhBMP-2/ACS or vehicle/ACS (mean ± SEM, n = 5, *p < 0.05). **c** Representative immunohistochemistry image showing ED1^+^ cells 8 dps in the DRG and spinal nerve of rhBMP-2 and vehicle ACS implanted rats. **d** Number of ED1^+^ macrophages/field in rhBMP-2 or vehicle (control) rats in the DRG (*green arrowhead*), spinal nerve (the *pink arrowhead* most proximal to DRG) and ventral rami (remaining *arrowheads* depicting different locations) (mean ± SEM, n = 6 animals/group). **e**, **f** Representative double staining of spinal nerve from 7 dps rhBMP-2/ACS animals with anti-ED1 and anti-IBA1 antibodies. Images show that all ED1^+^ cells are IBA1^+^ (*yellow arrows*). There were, however, IBA1^+^ cells that were ED1^−^ (*white arrow*) and these cells were generally smaller than the ED1^+^ population. Higher magnification (× 40) reveals multiple vacuoles in ED1^+^ population of macrophages (F)

To assess changes in DRG that may reflect responses by resident as well as infiltrating cells following arthrodesis surgery, we performed genome-wide RNA expression profiling on samples obtained from rats implanted with either rhBMP-2/ACS or vehicle/ACS rats at post-operative day 1, 3 and 7. 

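RNA of the ipsilateral L4/L5 DRG of single rats was hybridized to the Illumina Rat Ref-12 BeadChip, which measured 22523 probes. The rhBMP-2/ACS group (80 µg rhBMP-2) and the vehicle/ACS group each had 4 rats at 1 dps, 3 rats at 3 dps and 4 rats at 7 dps. The authors deposited the mean bead intensity of each probe with its detection p-value, as read by GenomeStudio without normalization, and a table with background subtracted and quantile normalized between arrays. From the intensities, the background was subtracted with a normal-exponential model fitted to the detection p-values, an offset of 16 was added, all 33 arrays of the series were quantile normalized together, and log2 values were taken. At a detection p-value under 0.05, rhBMP-2/ACS arrays detected 10237 to 10553 probes at 1 dps, 10663 to 11026 at 3 dps and 11350 to 11656 at 7 dps, and vehicle/ACS arrays 10142 to 10854, 10335 to 11189 and 11127 to 11674. The 12029 probes detected in at least 75% of the arrays of any group were tested, of which 8691 carry a gene symbol. Fold changes, standard errors (SE) and p-values came from limma, fitted to 9 groups (3 treatments at 3 time points) and adjusted within each comparison by the Benjamini-Hochberg method. Probes were also counted at the study's thresholds, a fold change above 1.66 with an unadjusted p under 0.1. What is called the study's t statistic is a t-test with unequal variances, an assumption, since the paper names a software module and no statistic. These choices, the alternatives to them other than 2 added later, the rule for naming genes and 23 lists of genes were fixed before the data were examined. Each list was compared with the other genes by limma's camera at a preset correlation of 0.01, with p-values adjusted over 207 tests, and again with the correlation estimated for each list, where no list passed. Where 1 group was below detection, the fold change is given as a lower bound against the lowest level at which each array detected any probe. The correlation between arrays of a group had a median of 0.990 and was 0.983 at the lowest, and the number of arrays limits the precision.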

Analysis of expression levels between groups at each time point identified 107, 216 and 245 candidate transcripts at the 1, 3 and 7 day points respectively, with significant expression level differences between rhBMP-2 and vehicle-control treatment subjects (data not shown). 

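At 3 dps, the Schwann cell gene Gldn and the matrix genes Col8a1 and Postn were higher in DRG of rhBMP-2/ACS rats than of vehicle/ACS rats (n = 3 rats each). Gldn, a Schwann cell protein that gathers sodium channels at nodes of Ranvier, rose 6.53-fold (log2 fold change 2.71, SE 0.45, adjusted p = 0.000482 from limma). Col8a1, a short-chain collagen of vessel walls, rose 5.59-fold (SE 0.42 on the log2 scale, adjusted p = 0.000529), and Fblim1, an adaptor between adhesions and the actin skeleton, rose 5.1-fold (SE 0.427, adjusted p = 0.000936). Inmt, an enzyme that methylates tryptamine and other amines, rose 5.22-fold (SE 0.448, adjusted p = 0.00128). Postn, a matrix protein of healing tissue, rose 4.49-fold (SE 0.503, adjusted p = 0.00601), and did not pass without replicate 3 of the rhBMP-2/ACS group (adjusted p = 0.119) or in a fit of the compared groups alone (adjusted p = 0.11). In all, 719 probes were higher and 549 lower in the rhBMP-2/ACS group at an adjusted p under 0.05, which is 558 higher and 404 lower among genes with a symbol. With medians in place of quantiles equalized between arrays, 814 were higher and 97 lower. The count of 1268 fell to 235 without replicate 3 of the rhBMP-2/ACS group and to 588 without replicate 2 of the vehicle/ACS group. It was 153 in a fit of the compared groups alone, 656 with arrays weighted by quality and 0 with the study's t statistic.
At 1 and 7 dps, 0 probes passed with limma and 0 with the study's t statistic (n = 4 rats each), where 456 and 777 probes had an unadjusted p under 0.05 and chance gives 601. The lowest adjusted p was 0.999 at 1 dps and 0.0964 at 7 dps. The latter belongs to Vsig2, an adhesion molecule of epithelia, with a log2 fold change of -0.69 (SE 0.144), which passed with the authors' normalized values (adjusted p = 3.11e-05). Zeb2, a repressor of Smad-driven transcription, was higher at 7 dps by a log2 fold change of 1.19 (SE 0.373, adjusted p = 0.54), and passed in a fit of the compared groups alone (adjusted p = 0.0402). Tmem255a, a membrane protein, was lower at 1 dps (log2 fold change -0.62, SE 0.159), and did not pass. Leaving out 1 array of the vehicle/ACS group at 7 dps gave 2 probes (replicate 1) or 1 probe (replicate 3 or 4).
At the study's thresholds, 12 probes differed at 1 dps, 399 at 3 dps and 25 at 7 dps. Of these, 8, 335 and 11 were higher in the rhBMP-2/ACS group. At 1 dps the count was 22, 21 and 19 without replicates 1, 3 and 4 of the vehicle/ACS group and 21 without replicate 1 of the rhBMP-2/ACS group. At 3 dps it was 238 without replicate 3 of the rhBMP-2/ACS group. At 7 dps it was 39, 41 and 41 without replicates 1, 2 and 4 of the rhBMP-2/ACS group, and 43 and 38 without replicates 1 and 4 of the vehicle/ACS group. With the study's t statistic on the authors' values, the counts at 1, 3 and 7 dps were 86, 527 and 172.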

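Beyond immune genes, lists of early response, vessel, dividing cell and ribosome genes were higher in the rhBMP-2/ACS group at 3 dps, and lists of neuron and cholesterol synthesis genes were lower. Junb and Egr1, transcription factors of the early response to stimulation, rose by log2 fold changes of 1.43 (SE 0.284, adjusted p = 0.00195) and 1.29 (SE 0.264, adjusted p = 0.0025). Vwf, the clotting factor of endothelium, rose by 1.29 (SE 0.236, adjusted p = 0.000996). Snap25, which drives release of synaptic vesicles, fell by 0.42 on the log2 scale (SE 0.105, adjusted p = 0.0105). Of 21 immediate early genes, 11 were higher and 1 lower at an adjusted p under 0.05 from limma (14 higher and 1 lower when adjusted over the list alone), with a camera adjusted p of 1.9e-08 and adjusted p = 0.164 with an estimated correlation. Of 15 endothelial and vascular genes, 4 were higher (7 when adjusted over the list alone), at 3.27e-05 from camera and adjusted p = 0.164 with an estimated correlation. These 4 are Vwf, Egfl7, Sox18 and Esam. Of 27 cell cycle genes, 5 were higher (8 when adjusted over the list alone), at 9.82e-05 and adjusted p = 0.431 with an estimated correlation. Of 50 ribosomal protein genes, 16 were higher (21 when adjusted over the list alone), at 5.78e-11 and adjusted p = 0.164 with an estimated correlation. Of 36 sensory neuron genes, 4 were lower (4 when adjusted over the list alone), at 0.00358 and adjusted p = 0.327 with an estimated correlation. These 4 are Snap25, Stmn2, Nefm and Uchl1. Of 17 cholesterol synthesis genes, 4 were lower (9 when adjusted over the list alone), at 0.000406 and adjusted p = 0.257 with an estimated correlation. Without replicate 3 of the rhBMP-2/ACS group, members that passed were 4 immediate early genes, 2 endothelial genes, 0 cell cycle genes, 3 ribosomal protein genes, 0 neuron genes and 1 cholesterol synthesis gene. Without replicate 2 of the vehicle/ACS group, they were 8 ribosomal protein genes, 1 cell cycle gene, 1 neuron gene and 1 cholesterol synthesis gene. Without replicate 1 of the vehicle/ACS group, 7 neuron genes and 2 cholesterol synthesis genes passed, without replicate 3 of that group 3 cell cycle genes, and without replicate 1 of the rhBMP-2/ACS group 9 endothelial genes.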

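At 3 dps, genes of complement, macrophages, inflammation and the extracellular matrix were higher in DRG of rhBMP-2/ACS rats than of vehicle/ACS rats (n = 3 rats each). C1qa, part of the molecule that starts the classical complement pathway, rose by a log2 fold change of 1.53 (SE 0.275, adjusted p = 0.000897 from limma), and Serping1, the inhibitor of that pathway, rose by 1.47 (SE 0.263, adjusted p = 0.000893). Fcer1g, the signalling chain of Fc receptors on myeloid cells, rose by 1.63 (SE 0.292), and Cybb, the oxidase of the phagocyte burst, by 0.97 (SE 0.189, adjusted p = 0.00173). Icam1, an adhesion molecule by which leukocytes leave vessels, rose 2.29-fold (SE 0.25 on the log2 scale, adjusted p = 0.00295). Cthrc1, a secreted protein of wound matrix, rose by a log2 fold change of 2.11 (SE 0.295, adjusted p = 0.000155). Ifi27, induced by interferon, fell by 0.43 on the log2 scale (SE 0.112, adjusted p = 0.0142).
Of 14 complement genes measured, 9 were higher and 0 lower at an adjusted p under 0.05 (11 higher when adjusted over the list alone), with a median log2 fold change of 1.12, a camera adjusted p of 5.9e-08 and adjusted p = 0.235 with an estimated correlation. Of 23 macrophage and monocyte markers, 14 were higher (17 when adjusted over the list alone), with a median of 0.80, a camera adjusted p of 1.44e-11 and adjusted p = 0.164 with an estimated correlation. Of 23 inflammatory mediators, 7 were higher (12 when adjusted over the list alone), with a median of 0.70, a camera adjusted p of 2.92e-07 and adjusted p = 0.243 with an estimated correlation. Of 28 interferon response genes, 6 were higher and 1 lower (9 and 1 when adjusted over the list alone), with a median of 0.11, a camera adjusted p of 0.0191 and adjusted p = 0.423 with an estimated correlation. Of 31 fibroblast and extracellular matrix genes, 24 were higher (25 when adjusted over the list alone), with a camera adjusted p of 5.02e-18 and adjusted p = 0.164 with an estimated correlation.
Without replicate 3 of the rhBMP-2/ACS group, the members that were higher were 4 complement genes, 5 macrophage markers, 1 inflammatory mediator (A2m), 2 interferon response genes (Cxcl10 and Cxcl11) and 10 matrix genes. Without replicate 2 of the vehicle/ACS group, they were 5 complement genes, 9 macrophage markers, 3 inflammatory mediators, 4 interferon response genes and 15 matrix genes. Without replicate 1 of that group, 5 complement and 15 matrix genes were higher, and without replicate 1 of the rhBMP-2/ACS group 12 inflammatory mediators. The camera call of the interferon list ended without replicate 2 of the vehicle/ACS group (adjusted p = 0.067), with arrays weighted by quality (adjusted p = 0.0827) and without replicate 3 of the rhBMP-2/ACS group, where its median was -0.05 (adjusted p = 0.232). Without replicate 3 of the vehicle/ACS group its median was -0.01 (adjusted p = 0.0454).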

A significant relationship (*p* value <0.0001 was observed between 37 of the individually annotated transcripts for functions associated with immune response (GO:0006955), response to wounding (GO:0009611) and inflammatory response (GO:0006954) using gene ontology and gene set enrichment analysis (Fig. 3). 

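Complement, macrophage and matrix genes set the rhBMP-2/ACS group apart from the vehicle/ACS group more at 3 dps than at 7 dps. The mean log2 intensity of the complement list was 8.05 ± 0.148 (SD, n = 4 rats), 8.52 ± 0.432 (n = 3) and 8.32 ± 0.178 (n = 4) in rhBMP-2/ACS rats at 1, 3 and 7 dps, and 8.05 ± 0.303, 7.60 ± 0.448 and 8.58 ± 0.176 in vehicle/ACS rats. In limma's test of the difference between 3 and 7 dps, the effect of rhBMP-2 was lower at 7 dps for 8 of 14 complement genes, 14 of 23 macrophage markers and 20 of 31 matrix genes, and without replicate 3 of the rhBMP-2/ACS group at 3 dps for 4, 9 and 11. Between 1 and 3 dps, the effect was higher at 3 dps for 4 complement genes, C1qa, C1qb, C4b and Serping1, and for 4 macrophage markers, Clec4a1, Cybb, Fcer1g and Fcgr3a, named after their values were seen. None of these 8 genes passed without replicate 3 of the rhBMP-2/ACS group or without replicate 2 of the vehicle/ACS group at 3 dps. Over all probes, the effect differed between 1 and 3 dps for 140 probes, of which 114 were higher at 3 dps and 26 lower. Of 100 regroupings of the arrays, 10 gave as many (highest other 929). A regrouping could keep the real groups at 3 dps, so that these counts cannot test chance. Chance is not excluded for this difference and the genes named for it. Between 3 and 7 dps the effect differed for 830 probes, of which 281 were higher at 7 dps and 549 lower. It differed between 1 and 7 dps for 0 probes with limma, where 633 had an unadjusted p under 0.05.
For the difference between 1 and 3 dps, the count was 5, 387, 7 and 43 without replicates 3 and 1 of the rhBMP-2/ACS group and replicates 2 and 1 of the vehicle/ACS group at 3 dps. It was 23, 16 and 217 without replicates 1, 2 and 3 of the rhBMP-2/ACS group at 1 dps, and 19 and 20 without replicates 2 and 3 of the vehicle/ACS group at 1 dps. For the difference between 3 and 7 dps, it was 209 without replicate 3 of the rhBMP-2/ACS group and 432 without replicate 2 of the vehicle/ACS group at 3 dps. At 7 dps it was 536 and 535 without replicates 1 and 2 of the rhBMP-2/ACS group and 543 without replicate 2 of the vehicle/ACS group. In a fit of the compared groups alone the counts were 2 and 410, and with medians equalized between arrays 134 (132 higher and 2 lower) and 496 (44 higher and 452 lower). With no filter on detection the first was 86, and with arrays weighted by quality the second was 548. For the difference between 1 and 7 dps, it was 2 and 1 without replicates 1 and 3 of the vehicle/ACS group at 7 dps.
Groups did not overlap at 22.8% of probes at 3 dps, where chance gives 10%, and at 2.78% and 3.35% at 1 and 7 dps, where chance gives 2.86%. The mean correlation of arrays within groups exceeded that between groups by 0.00693 at 3 dps (one-sided exact permutation test, p = 0.1, the smallest p that 3 rats against 3 allow). At 1 dps the difference was -0.000254 (p = 0.629 from the same permutation test) and at 7 dps 0.000368 (p = 0.2, same permutation test).

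**Figure D1:**
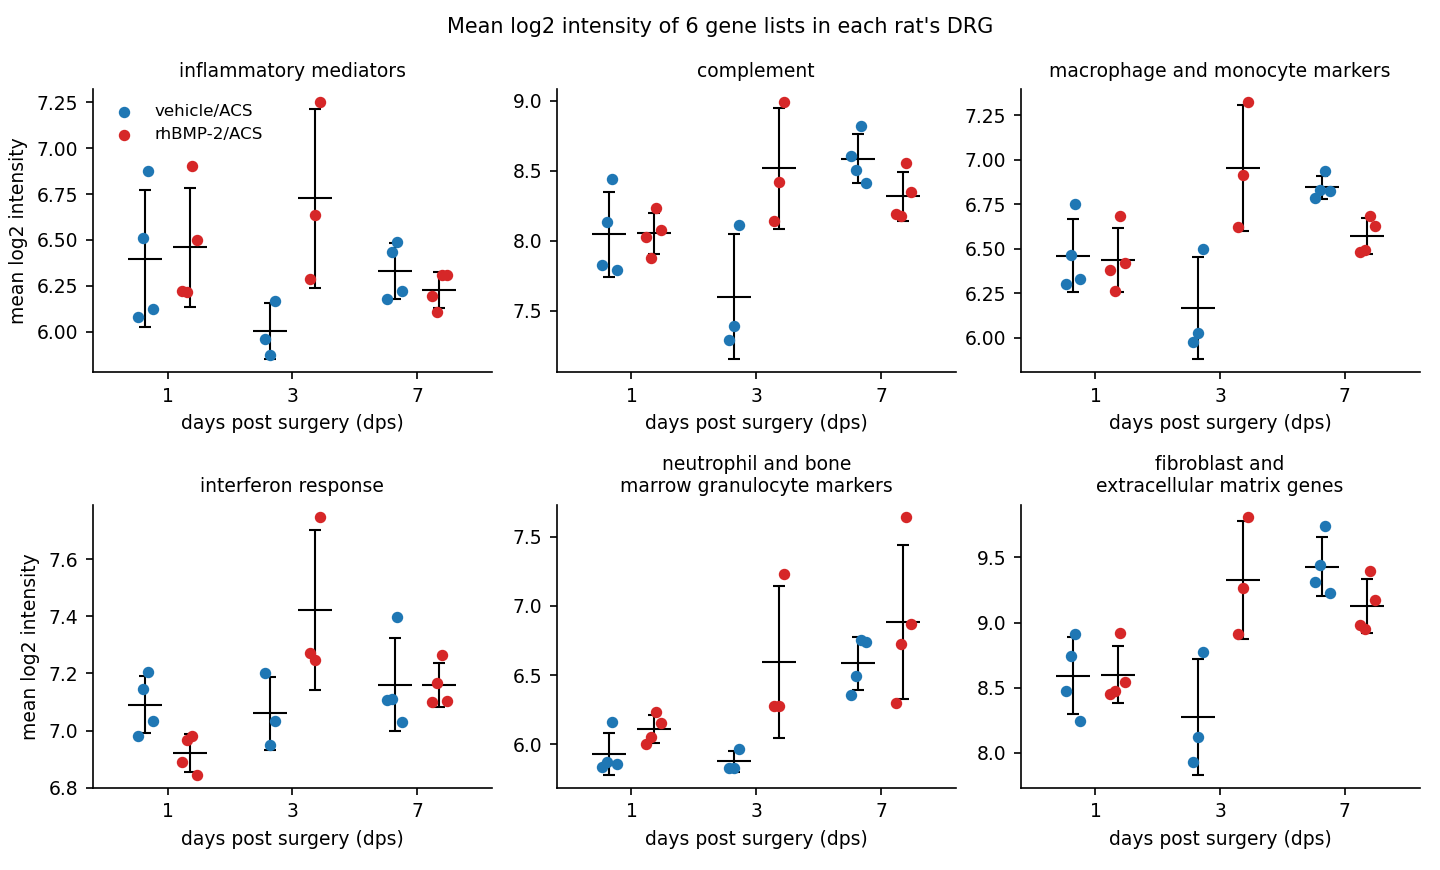
Mean log2 intensity of the genes of 6 lists (vertical axes) in DRG of vehicle/ACS and rhBMP-2/ACS rats at 1, 3 and 7 dps (horizontal axes). Each point is 1 rat and the lines give mean and SD, and the complement list at 3 dps shows means of 8.52 with rhBMP-2/ACS and 7.60 with vehicle/ACS.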

The most significant stratification between DRG samples from vehicle/ACS and rhBMP-2/ACS subjects was observed at 3 dpi (Fig. 3, center green outlined panel).

**Fig. 3:**
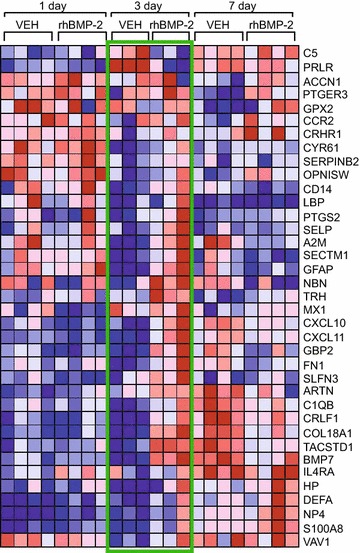
Microarray analysis indicates that rhBMP-2 induces many genes involved in neuroinflammation in the DRG. Heat map showing genes whose expression was altered at 1, 3 and 7 dps in the ipsilateral L4/L5 DRGs of rhBMP-2/ACS or vehicle/ACS implanted rats. *Blue color* intensity indicates decreasing transcript expression as compared to the mean value across all samples. *Red color* intensity indicates increasing transcript expression as compared to the mean value across all samples. The *green outlined* panel indicates high significant differences at 3 dpi. Each column represents data from RNA extracted from one rat

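Symbols read from Fig. 3 include genes of glia, matrix, complement and chemokines that rose in DRG of rhBMP-2/ACS rats at 3 dps (n = 3 rats per group). A2m, a protease inhibitor of the acute phase, had a log2 intensity of 11.75 ± 0.45 (SD) with rhBMP-2/ACS and 9.12 ± 0.639 with vehicle/ACS, a rise of 6.18-fold (SE 0.336 on the log2 scale, adjusted p = 5.52e-05 from limma). Fn1, the fibronectin of provisional matrix, rose 5.82-fold (SE 0.426, adjusted p = 0.000496), and Gfap, a filament of reactive glia, rose 4.55-fold (SE 0.376, adjusted p = 0.000553). Cxcl11, which draws T cells, rose at least 3.59-fold (adjusted p = 0.000213), and Cxcl10, a ligand of the same receptor, rose by a log2 fold change of 1.70 (SE 0.324, adjusted p = 0.0014). C1qb, of the first complement component, rose by 1.57 (SE 0.285, adjusted p = 0.000936). Lbp, which binds bacterial lipopolysaccharide, was 4.04-fold higher (SE 0.74, adjusted p = 0.077), and Ptgs2, the inducible cyclooxygenase, was higher by a log2 fold change of 1.22 (SE 0.412, adjusted p = 0.0541). Neither passed.
Of 37 symbols, 30 were tested. At 3 dps, 15 were higher, 1 was lower (Prlr, the prolactin receptor) and 14 did not pass, and 28 had a positive fold change. This is not independent evidence, since the study chose these genes on the same arrays. Besides those above, Col18a1, Ccn1, Sectm1b, Epcam, Gbp2, Cd14, Selp, Trh and Vav1 were higher. Without replicate 3 of the rhBMP-2/ACS group, 10 were higher, and Cd14, Gbp2, Sectm1b, Selp and Vav1 did not pass. Selp also did not pass without replicate 2 (adjusted p = 0.181) or 3 (adjusted p = 0.0642) of the vehicle/ACS group or replicate 2 of the rhBMP-2/ACS group (adjusted p = 0.058), and Vav1 without replicate 3 of the vehicle/ACS group (adjusted p = 0.073). Lbp passed without replicate 3 of the vehicle/ACS group (adjusted p = 0.029) or replicate 1 of the rhBMP-2/ACS group (adjusted p = 0.0106). Ptgs2 passed without any 1 of replicate 3 of the vehicle/ACS group (adjusted p = 0.0365) and replicates 1 (adjusted p = 0.0211) and 2 (adjusted p = 0.0437) of the rhBMP-2/ACS group. Hp, which passed without replicate 1 of the rhBMP-2/ACS group (adjusted p = 0.00762), and Nbn, which passed without replicate 3 of the vehicle/ACS group (adjusted p = 0.046), did not pass with all arrays (adjusted p = 0.0768 and 0.086). In a fit of the compared groups alone, Cxcl10 (adjusted p = 0.0503), Prlr (adjusted p = 0.0864), Trh (adjusted p = 0.0527), Sectm1b (adjusted p = 0.0569), Selp and Vav1 did not pass, and Selp and Vav1 did not pass with the authors' normalized values or with arrays weighted by quality. At 1 dps, 0 of the 30 passed with limma, 19 had a positive fold change and 1 had an unadjusted p under 0.05. At 7 dps, 0 passed, 14 had a positive fold change and 10 had an unadjusted p under 0.05, of which 8 were lower with rhBMP-2/ACS. From the genes of this heat map, the paper states that rhBMP-2 induces neuroinflammation genes in the DRG.

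**Figure D2:**
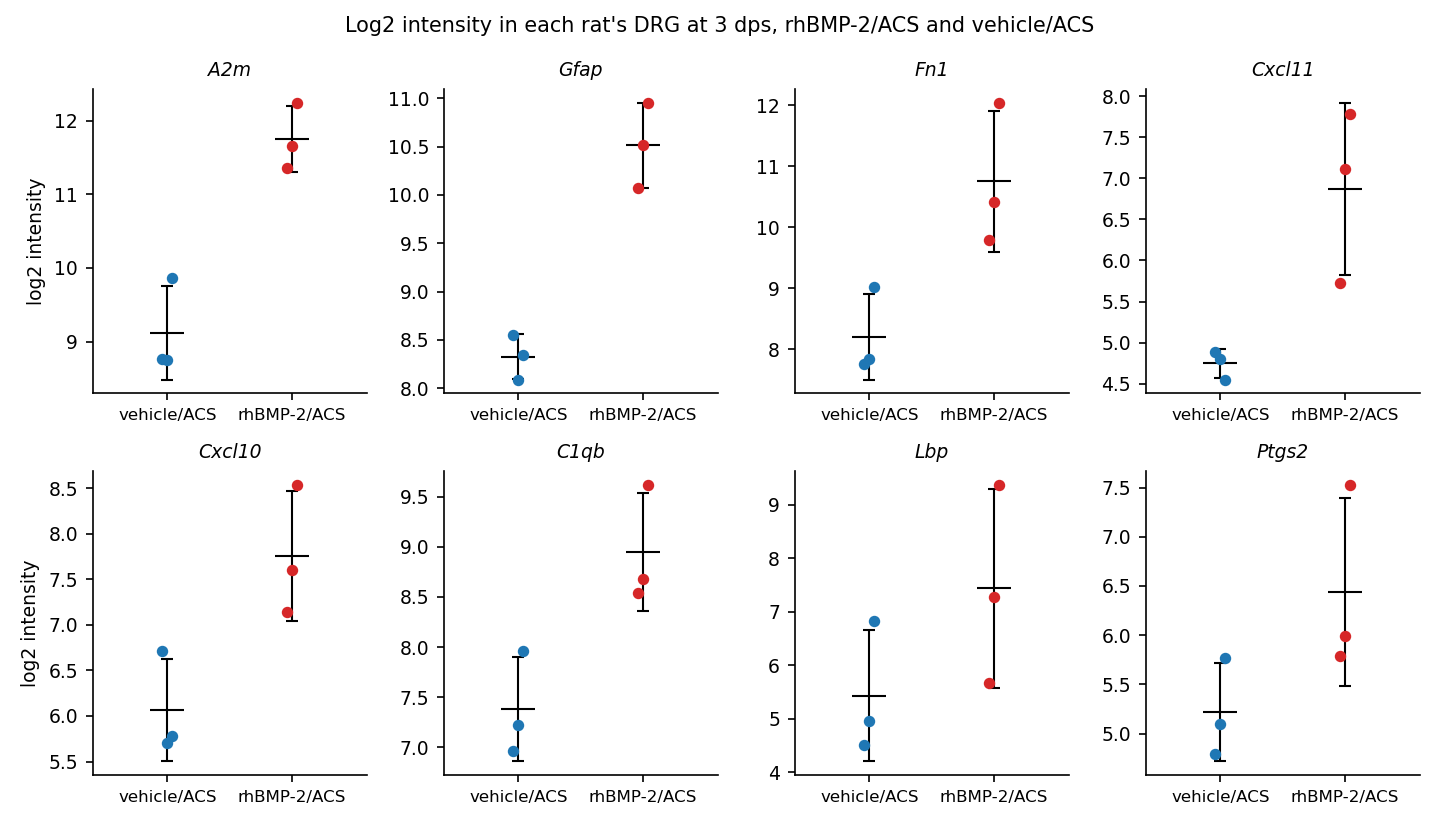
Log2 intensity (vertical axis) of A2m, Gfap, Fn1, Cxcl11, Cxcl10, C1qb, Lbp and Ptgs2 in DRG at 3 dps (horizontal axis, by group). Each point is 1 rat, the black bar the mean and the whisker the SD, and for A2m the rhBMP-2/ACS rats have a mean of 11.75 and the vehicle/ACS rats one of 9.12.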

A recent meta-analysis study reported that nearly 8 percent of patients that have undergone rhBMP-2 assisted posterolateral arthrodesis experience post-operative clinical pain [5]. To test whether the cellular and molecular changes mediated by rhBMP-2/ACS in our rodent model of posterolateral arthrodesis alters pain sensitivity, we assessed rats for development of thermal hyperalgesia and mechanical hypersensitivity. Thermal nociceptive responses of vehicle and rhBMP-2 animals were assessed by measuring the latency of ipsilateral and contralateral hind paw withdrawal from a noxious radiant heat stimulus at different time points after implantation of either rhBMP-2/ACS or vehicle/ACS (Fig. 4a, b). Baseline latency durations were acquired for each animal before surgery to provide the comparison “pre-op” value. It should be noted that baseline latency durations for the rhBMP-2/ACS animals were 1.63 (ipsilateral) and 1.38 s (contralateral) longer than vehicle/ACS animals. Statistical analysis indicated that on the ipsilateral side there were significant main effects of both group and time, but the difference between groups did not vary over time. Differences between the treatment groups were significant at 7 dps (*p* = 0.019) and approached significance at 3 dps (*p* = 0.080). Withdrawal latency changes relative to values in the same animals before the surgery (pre-op) were significant only in those implanted with rhBMP2/ACS at 1 dps (*p* = 0.018). On the contralateral side there were also significant main effects of both group and time. Differences between groups were significant at 3 dps (*p* = 0.006) and approached significance at 1 dps (*p* = 0.077). Thus, rats implanted with rhBMP-2/ACS were more sensitive to thermal stimuli at different time points after surgery, on both the ipsilateral and contralateral side.

**Fig. 4:**
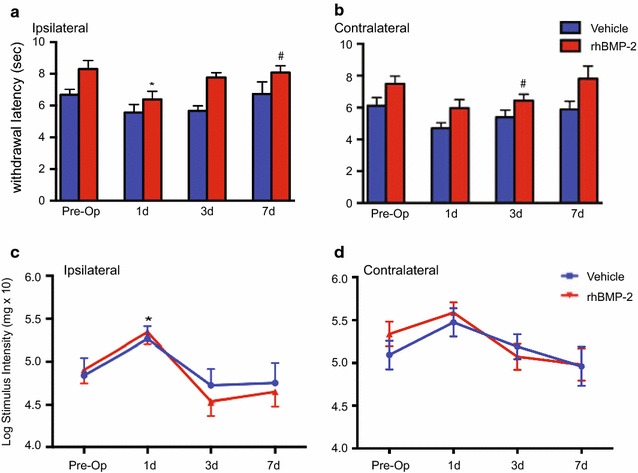
Behavioral responses of rhBMP-2/ACS or vehicle/ACS implanted rats to acute painful stimuli. Transient effects of rhBMP-2 in spinal arthrodesis model on withdrawal responses (presented as withdrawal latency) to noxious thermal stimulation (**a** ipsilateral and **b** contralateral; mean ± SEM, n = 11). Effects of rhBMP-2/ACS implantation on mechanical pain sensitivity as assessed with von Frey hair stimulation (**c** ipsilateral and **d** contralateral). *Line graph* presented as mean ± SEM of the log of the threshold von Frey hair bend force (mean ± SEM, n = 11). Statistical significance in **a**–**d** are represented as *p < 0.05, where comparisons are against pre-operative baseline for ipsilateral or contralateral or ^#^ *p* < 0.05 comparing different treatment groups at the same time point

Stimulation of hind paws with von Frey hairs was used to assess for mechanical hypersensitivity (Fig. 4c, d). Statistical analysis indicated that on the ipsilateral side there were no significant differences between BMP2 and vehicle groups at any one time point, but there was a significant main effect of time, indicating that log(force) changed over time for the BMP2 and vehicle groups combined. Indeed the rats became hyposensitive at 1 dps, followed by a hypersensitivity to this mechanical stimulation at 3 dps. Follow-up analysis indicated that the BMP-2 group showed a significant increase in log(force) on 1 dps compared to pre-op (*p* = 0.029), and a trend towards a significant decrease (hypersensitivity) at 3 dps (*p* = 0.090). On the contralateral side there was also a significant main effect of time, but none of the comparisons with pre-op reached statistical significance (1 dps vs. pre-op approached significance, *p* = 0.055), in line with a generalized hyposensitivity at 1 dps, and there were no statistical differences between treatment groups on the contralateral side. Thus, implantation with rhBMP-2/ACS led to a mild, non-significant hypersensitivity to mechanical stimuli at 3 dps.

The appearance of increased ED1^+^ macrophages in the DRG and spinal nerve of animals after implantation of ACS with either rhBMP-2 or vehicle suggested that the carrier ACS may have a role in recruitment of these macrophages and hence the development of inflammation. We therefore compared cellular and molecular changes in surgically incised animals after vehicle/ACS implantation with rats that underwent surgery without ACS implantation. CD68 mRNA expression trended higher in the ipsilateral DRG of animals implanted with the ACS than those with surgery alone on day 7 (Fig. 5b). Immunohistochemical analysis indicated that there were significantly greater ED-1^+^ macrophages in the ipsilateral DRG and spinal nerve of 7 days ACS implanted rats compared to the surgery only controls (Fig. 5c, d) suggesting that the presence of ACS rather than surgery alone was responsible for the increased expression of ED-1. In contrast, the nerve injury marker ATF-3 was similarly elevated in the ipsilateral DRGs of both groups compared to contralateral DRG at 24 h (Fig. 5a).

**Fig. 5:**
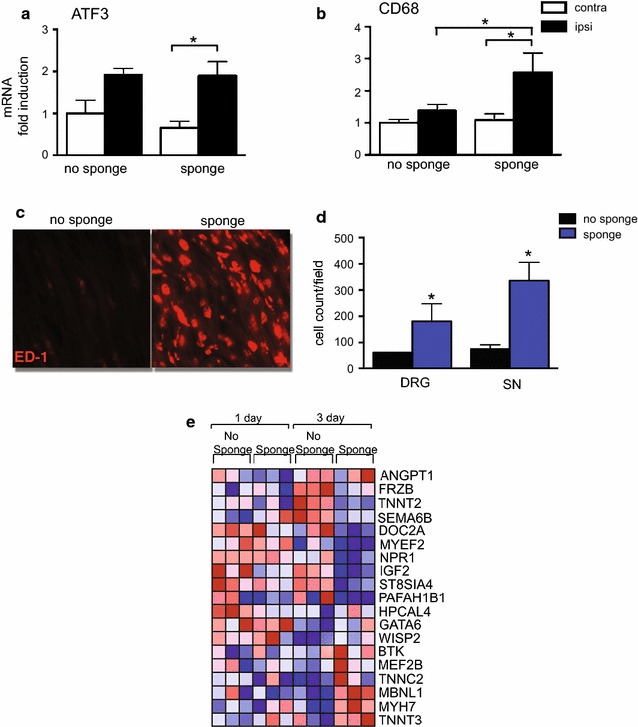
Implantation of ACS next to spine is sufficient for triggering numerous molecular and cellular changes in DRG and spinal nerve. **a**, **b** QPCR analysis of RNA isolated from ipsilateral and contralateral DRGs of rats 1 or 7 days (ATF-3 and CD68, respectively) after either implantation of vehicle/ACS (*sponge*) or the same surgical incisions but without ACS implants (*no sponge*) (mean ± SEM, n = 4 *p < 0.05). **c** Representative image of immunohistochemistry of ED1^+^ cells in the spinal nerve of rats with or without ACS implanted. **d** Cell counts of ED1^+^ macrophages in the DRG and spinal nerve of the same animals (mean ± SEM, n = 5 animals/group, *p < 0.05). **e** Heat map showing differential expression of genes in DRG at 1 and 3 dps with implantation of vehicle/ACS (*sponge*) in comparison to surgery alone (*no sponge*), as determined by bead chip analysis. *Blue color* intensity indicates decreasing transcript expression as compared to the mean value across all samples. *Red color* intensity indicates increasing transcript expression as compared to the mean value across all samples. Each column represents data from RNA extracted from one rat

Genome-wide RNA expression analysis indicated that ACS implantation results in significant transcriptome alterations in the DRG compared to surgery alone. 

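Effects of the ACS were measured against rats that had surgery and no sponge. The no sponge group had 4 rats at 1 dps, 3 rats at 3 dps and 4 rats at 7 dps, each on an array of its own. Table 1 lists no microarray group without sponge at 7 dps, where 1 rat per array and the ipsilateral side are assumed. The side is assumed at 1 and 3 dps too, since the paper does not name it for no sponge arrays. The no sponge arrays detected 10150 to 10722 probes at 1 dps, 10148 to 10746 at 3 dps and 10694 to 11360 at 7 dps. They were normalized, filtered and fitted together with the rhBMP-2/ACS and vehicle/ACS arrays described for the first comparison, and vehicle/ACS was compared with no sponge within each time point. Time itself was tested as 3 dps against 1 dps over the mean of vehicle/ACS and no sponge, and the change in the effect of the ACS as a difference between time points. For clustering, the 14 vehicle/ACS and no sponge arrays at 1 and 3 dps were joined by average linkage of 1 minus Pearson's correlation over the tested probes.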

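DRG of vehicle/ACS and no sponge rats at 1 and 3 dps differed by time in many more genes than by sponge. Complement genes had a mean log2 intensity of 8.13 in no sponge rats at 1 dps and 7.77 at 3 dps, and inflammatory mediators 6.31 ± 0.178 (SD, n = 4 rats) and 5.99 ± 0.157 (n = 3). At 3 dps against 1 dps, 2881 probes were higher and 2604 lower at an adjusted p under 0.05 from limma. With arrays normalized within each time point, 1769 were higher and 4727 lower, and the median log2 fold change of all probes was -0.135. Divided into 2 clusters, 14 of 14 arrays fell with their time point (one-sided exact permutation test of the correlation within against between groups, p = 0.000333, the smallest p that 3003 regroupings allow). Within 1 dps, 5 of 8 arrays fell with their treatment (p = 0.314, same permutation test), and within 3 dps 4 of 6 (p = 0.1, the smallest p that this permutation test allows at 3 rats against 3). The first principal component held 41.3% of the variance and the next 9.03%. The lowest intensity on an array before background subtraction was 31.5 to 39.8 at 1 dps and 78.7 to 101.4 at 3 dps, and the samples' labels name no BeadChip or scan date, so that time and array batch cannot be told apart.

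**Figure D3:**
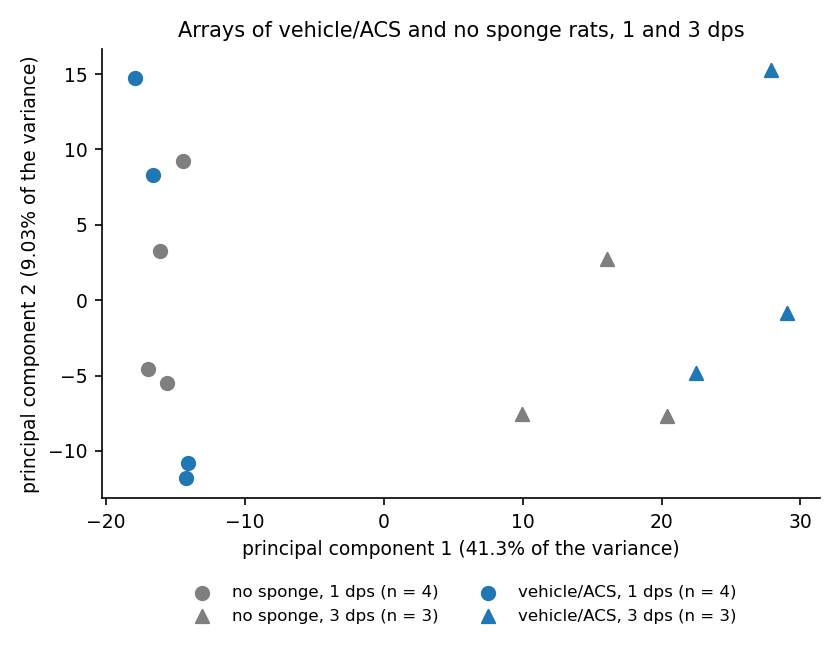
First (horizontal axis, 41.3% of variance) and next (vertical axis, 9.03%) principal components of log2 intensities of vehicle/ACS and no sponge arrays at 1 and 3 dps. Each point is 1 rat, and the time points lie apart along the horizontal axis.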

Clustering of genome-wide RNA expression signatures from DRG samples at 1 and 3 dps shows a complete stratification of subjects by time as well as a partial stratification of subjects by ACS presence (Fig. 5e). 

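At 3 dps, Ptgds and Gpnmb were lower and Pdgfd, Lims1 and Nfatc3 higher in DRG of vehicle/ACS rats than of no sponge rats (n = 3 rats each). Ptgds, the synthase of prostaglandin D, had a log2 intensity of 10.27 ± 0.0894 (SD) with vehicle/ACS and 12.03 ± 0.657 without sponge, and fell by 1.77 (SE 0.348, adjusted p = 0.0244 from limma). Pdgfd, a growth factor for mesenchymal cells, rose 1.83-fold (SE 0.171 on the log2 scale, adjusted p = 0.0244). Lims1, an adaptor at focal adhesions, rose by a log2 fold change of 0.85 (SE 0.174, adjusted p = 0.0263), and Nfatc3, a transcription factor driven by calcineurin, rose by 0.68 (SE 0.143, adjusted p = 0.0342). Gpnmb, a glycoprotein of macrophages and other cells, fell by 0.72 (SE 0.165, adjusted p = 0.0484). At 1 dps (n = 4 rats each), Serpine2, an inhibitor of thrombin made by glia, had a log2 fold change of -1.16 (SE 0.254, adjusted p = 0.452), and Bdnf, a growth factor of sensory neurons, one of 0.44 (SE 0.146). Neither passed, but Serpine2 did in a fit of the compared groups alone (adjusted p = 0.0141).
In all, 20 probes were higher and 21 lower at 3 dps, which is 12 higher and 12 lower among genes with a symbol. The count of 41 was 5 without replicate 2 of the no sponge group, and 106, 16 and 0 without replicates 1, 2 and 3 of the vehicle/ACS group. Hence each of the 5 genes named for 3 dps did not pass without replicate 3 of the vehicle/ACS group. Ptgds also did not pass without replicate 1 of the no sponge group (adjusted p = 0.0772) or replicate 2 of the vehicle/ACS group (adjusted p = 0.0668), nor Pdgfd without replicate 2 of the no sponge group (adjusted p = 0.0834). Lims1 and Nfatc3 did not pass without replicate 1 (adjusted p = 0.058 and 0.0886) or 2 (adjusted p = 0.125 and 0.152) of the no sponge group or replicate 2 of the vehicle/ACS group (adjusted p = 0.0895 and 0.0793), nor with medians equalized between arrays. Gpnmb did not pass without replicate 2 (adjusted p = 0.218) or 3 (adjusted p = 0.0843) of the no sponge group or replicate 2 of the vehicle/ACS group (adjusted p = 0.13), nor with another filter, offset or no background correction. The count was 0 in a fit of the compared groups alone, with arrays weighted by quality and with the study's t statistic. It was 17 with medians equalized between arrays (3 higher and 14 lower), 23 with a stricter filter on detection, 100 with none, 86 with arrays normalized within each time point and 77 with the authors' normalized values. At 1 dps, 0 probes passed with limma and with the study's t statistic, and 413 had an unadjusted p under 0.05. Without replicate 4 of the no sponge group, 1 probe passed at 1 dps.
At the study's thresholds, 26 probes differed at 1 dps, of which 5 were higher with vehicle/ACS, and 64 at 3 dps, of which 37 were higher. The latter count was 98 without replicate 3 of the no sponge group and 112 without replicate 3 of the vehicle/ACS group. With the study's t statistic on the authors' values, the counts at 1 and 3 dps were 92 and 313, and with an offset of 50 they were 15 and 20. Groups did not overlap at 2.61% of probes at 1 dps, where chance gives 2.86%, and at 14.9% at 3 dps, where chance gives 10%.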

ACS presence was found to be associated with differential expression levels between groups for 80 candidate transcripts at 1 dps and 298 candidate transcripts at 3 dps (data not shown). The complete set of differentially expressed transcripts associated with ACS presence were observed to be significantly (*p* value 0.0002) enriched for a subset of 19 transcripts in functions in tissue morphogenesis (GO:0009653) associated with muscle development (GO: 0007517) (Fig. 5e). 

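Neither contractile genes of skeletal muscle nor regulators of muscle formation changed as lists with the ACS at 3 dps (n = 3 rats per group). Tnnc1, the troponin C of slow muscle, had a log2 fold change of 0.37 (SE 0.125, adjusted p = 0.181 from limma) against no sponge, and Tnnt2, the troponin T of heart and developing muscle, one of -0.60 (SE 0.214, adjusted p = 0.208). Of 21 contractile genes, 0 passed (0 when adjusted over the list alone), 4 had an unadjusted p under 0.05 and 14 had a positive fold change. Their median log2 fold change was 0.12 (camera adjusted p = 0.295, and adjusted p = 0.719 with an estimated correlation). Of 10 myogenic regulators, 0 passed (1 lower when adjusted over the list alone, Igf2), 4 had an unadjusted p under 0.05 and 7 had a positive fold change, with a median of 0.19 (camera adjusted p = 0.206, and adjusted p = 0.389 with an estimated correlation). At 1 dps, the camera adjusted p was 0.909 for contractile genes and 0.894 for myogenic regulators. These lists are not the gene ontology terms of the paper, whose enrichment was not tested.
Of 19 symbols read from Fig. 5e, 14 were tested at 3 dps. None passed with limma or with the study's t statistic, 2 reached the study's thresholds, and 7 had a positive fold change. With the authors' normalized values, 3 reached them, and 9 with values under 1 of that table set to 1, an alternative added later. Groups did not overlap for 12 of the 14, which is not independent evidence, since the study chose these genes on the same arrays. Pafah1b1, a regulator of dynein, was 3.16-fold lower with vehicle/ACS (SE 0.584 on the log2 scale, adjusted p = 0.203). Npr1, a receptor of natriuretic peptides, and St8sia4, a sialyltransferase, were at least 1.09-fold and at least 1.15-fold lower with vehicle/ACS, each with an adjusted p of 0.0612, while another probe of St8sia4, detected in too few arrays to be tested with the others, had a log2 fold change of 0.17 (adjusted p = 0.613 over all 22523 probes). Both passed with arrays normalized within each time point (adjusted p = 0.0495 for Npr1 and 0.0475 for St8sia4), and Npr1 also without background correction (adjusted p = 0.0406).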

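At 3 dps (n = 3 rats per group), Igf2, a growth factor of developing tissue, had a log2 intensity of 7.51 ± 0.352 (SD) with vehicle/ACS and 8.54 ± 0.165 without sponge, a log2 fold change of -1.02 (SE 0.299, adjusted p = 0.111 from limma), and so reached the study's thresholds (unadjusted p = 0.0018). Sema6b, a ligand that guides axons, was detected in 0 of the vehicle/ACS rats and 1 of the no sponge rats and did not pass (adjusted p = 0.315). Frzb, a secreted antagonist of Wnt, was at least 1.07-fold lower with vehicle/ACS (adjusted p = 0.369), and Angpt1, a ligand that stabilizes vessels, had a log2 fold change of 0.03 (SE 0.174, adjusted p = 0.966). Frzb and Angpt1 were detected in too few arrays to be among the tested probes, and their p-values come from all 22523 probes. Tnnc2, the troponin C of fast muscle, had a log2 intensity of 5.91 ± 0.774 with vehicle/ACS and 5.17 ± 0.132 without sponge, a log2 fold change of 0.74 (SE 0.534, adjusted p = 0.563). Tnnt3, the troponin T of fast muscle, was detected in 2 of the vehicle/ACS rats and 1 of the no sponge rats and did not pass (adjusted p = 0.518). Myh7, the myosin of slow muscle and heart, was detected in 1 of the vehicle/ACS rats and 0 of the no sponge rats and did not pass (adjusted p = 0.282). None of these 7 genes passed at an adjusted p under 0.05 over all probes, and Igf2, Sema6b, Tnnc2, Tnnt3 and Myh7 passed in no alternative in which they were tested, while Frzb and Angpt1 were not followed over the alternatives. In replicate 1 of the vehicle/ACS group Tnnc2 was at 6.79, and at 5.62 and 5.32 in the others. Without replicate 1 its log2 fold change was 0.30 (adjusted p = 0.855).

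**Figure D4:**
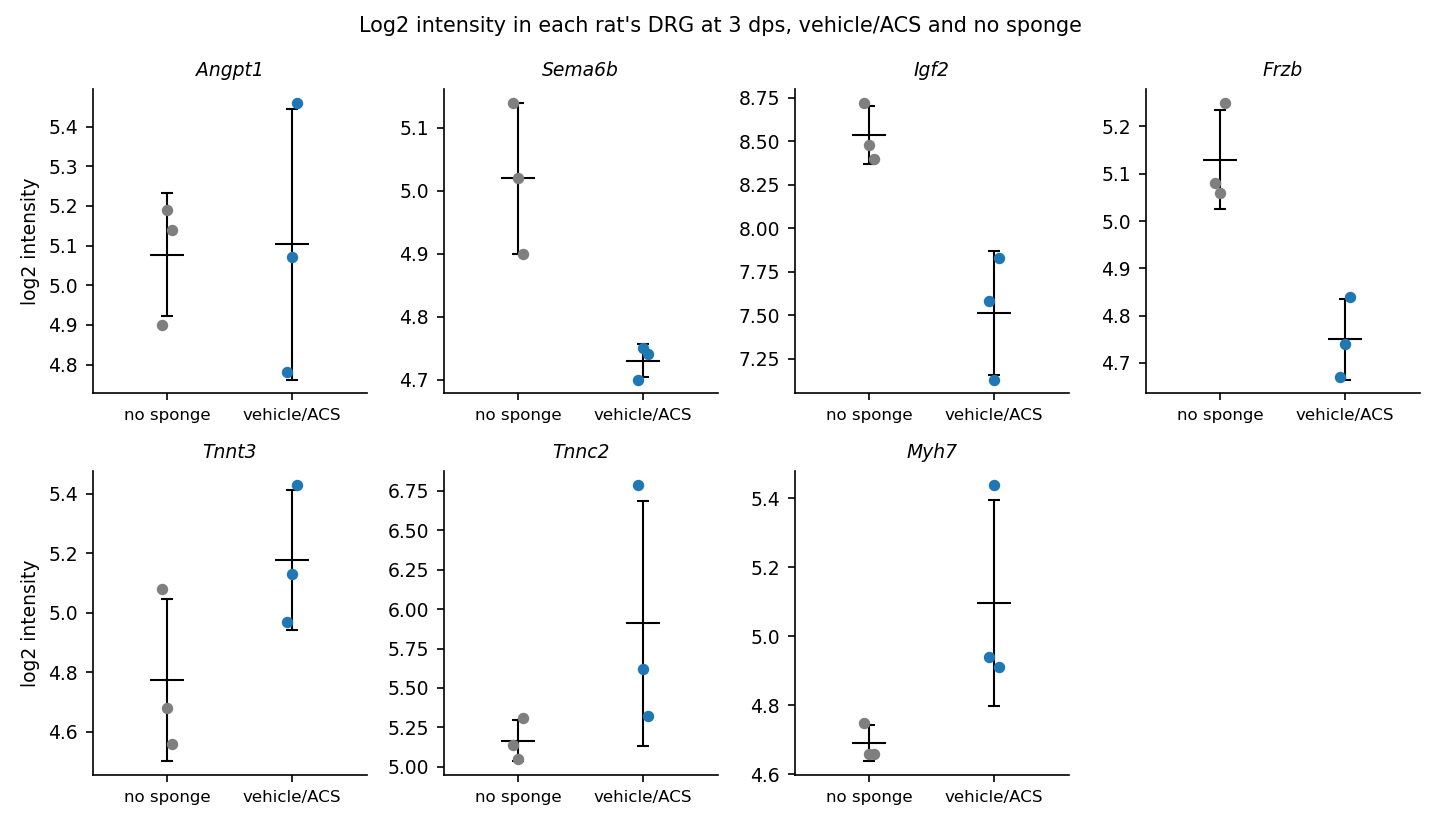
Log2 intensity (vertical axis) of Angpt1, Sema6b, Igf2, Frzb, Tnnt3, Tnnc2 and Myh7 in DRG of vehicle/ACS and no sponge rats at 3 dps (horizontal axis, by group). Each point is 1 rat, the black bar the mean and the whisker the SD, and 1 vehicle/ACS rat stands at 6.79 for Tnnc2.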

At 3 dps, there was strong repression of genes encoding signaling molecules such as angiopoietin1, semaphorin6B, IGF-2 and frizzled related protein and strong induction of muscle related genes such as troponin T type 3, troponin C type 2 and myosin heavy chain 7 (Fig. 5e). 

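Inflammatory mediators, complement genes and macrophage markers did not change as lists between vehicle/ACS and no sponge DRG at 1 dps (n = 4 rats each) or 3 dps (n = 3 rats each). At 1 dps, Cxcl1, which draws neutrophils, had a log2 fold change of 0.63 (SE 0.305, adjusted p = 1 from limma), and S100a8, a calcium-binding protein of neutrophils, one of -1.12 (SE 0.523, adjusted p = 1). At 3 dps, Laptm5, a lysosomal protein of leukocytes, had one of -0.79 (SE 0.291, adjusted p = 0.225), and Clec4a1, a receptor of myeloid cells, one of -0.66 (SE 0.251, adjusted p = 0.235). Neutrophil and bone marrow granulocyte markers were lower as a list with vehicle/ACS at 1 dps, with a median log2 fold change of -0.25 and a camera adjusted p of 1.28e-05 (adjusted p = 0.304 with an estimated correlation). None of its 18 genes passed alone (0 when adjusted over the list alone), and 5 had an unadjusted p under 0.05. The list's level was 5.93 ± 0.153 (SD) with vehicle/ACS and 6.35 ± 0.33 without sponge. In replicate 4 of the no sponge group the granulocyte gene Prg2 stood apart, at 7.86 against 6.29 to 6.51 in the others. At 3 dps the camera adjusted p of this list was 0.0948.
For inflammatory mediators, the camera adjusted p was 0.28 at 1 dps, where 0 of 23 genes passed and 2 had an unadjusted p under 0.05, and 0.983 at 3 dps, where 0 passed and 3 had an unadjusted p under 0.05. At 1 dps this list passed without replicate 1 (camera adjusted p = 0.0252) or 4 (camera adjusted p = 0.0401) of the vehicle/ACS group and with no filter on detection (camera adjusted p = 0.033), and its median was below 0 without replicate 3 of that group. For complement genes it was 0.263 at 1 dps and 0.481 at 3 dps, and 0 of 14 passed at either time, where 0 and 1 had an unadjusted p under 0.05. This list was lower with vehicle/ACS without replicate 3 of that group, at 1 dps (camera adjusted p = 0.00621) and at 3 dps (camera adjusted p = 0.0018). For macrophage and monocyte markers it was 0.984 at 1 dps and 0.0948 at 3 dps, where 1 of 23 was lower (Gpnmb). At 3 dps this list was lower without replicate 1 of the no sponge group (camera adjusted p = 0.0228), without replicate 3 of the vehicle/ACS group (camera adjusted p = 0.00026), with a stricter filter on detection (camera adjusted p = 0.0289) and with none (camera adjusted p = 0.0309), and its median was 0.03 without replicate 1 of the vehicle/ACS group. For interferon response genes it was 0.513 at 1 dps and 0.921 at 3 dps, where 0 of 28 passed and 5 had an unadjusted p under 0.05. At 7 dps (n = 4 rats each), for which the paper reports no arrays of no sponge rats, these lists went another way. Of 11 clock genes, a list chosen later, 4 differed there too, so that another time of collection cannot be told apart from the sponge. Of 14 complement genes 10 were higher with vehicle/ACS (10 and 1 lower when adjusted over the list alone), with a camera adjusted p of 1.62e-11 and adjusted p = 0.164 with an estimated correlation, and of 23 macrophage and monocyte markers 11 (15 when adjusted over the list alone), at 5.15e-11 and adjusted p = 0.164 with an estimated correlation. Of 23 inflammatory mediators 6 were higher (9 when adjusted over the list alone), at 6.22e-05 and adjusted p = 0.345 with an estimated correlation, and 3 without replicate 4 of the no sponge group or replicate 2 of the vehicle/ACS group.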

Interestingly, the differentially expressed transcripts associated with ACS presence was not observed to be significantly enriched for immune or inflammatory response as compared with tissue transcriptome profiling from DRGs isolated from rhBMP-2/ACS rats. These data show that implantation of the ACS alone causes significant changes in gene expression in the DRG, that are not attributable to the effects of surgery.

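Nerve injury and regeneration genes were higher as a list in DRG of vehicle/ACS rats than of no sponge rats at 3 dps (n = 3 rats each). Gal, which encodes galanin, was 2.37-fold higher (SE 0.319 on the log2 scale, adjusted p = 0.0665 from limma), Npy, which encodes neuropeptide Y, was higher by a log2 fold change of 1.28 (SE 0.351, adjusted p = 0.0881), and Vip, which encodes vasoactive intestinal peptide, was 2.86-fold higher (SE 0.5, adjusted p = 0.172). Of 30 nerve injury and regeneration genes, 0 passed at an adjusted p under 0.05 over all probes (3 higher when adjusted over the list alone, which are Gal, Npy and Vip), 10 had an unadjusted p under 0.05 and 29 had a positive fold change. Their median log2 fold change was 0.30, with a camera adjusted p of 4.46e-08 and adjusted p = 0.237 with an estimated correlation. The list's level was 7.771 ± 0.281 (SD) with vehicle/ACS and 7.324 ± 0.352 without sponge, so that the spread between rats is large beside the difference. The difference of the ACS effect between 1 and 3 dps passed for 0 probes with limma, where 1029 had an unadjusted p under 0.05. It passed for 7 and 6 without replicates 1 and 3 of the no sponge group and for 4 without replicate 1 of the vehicle/ACS group at 3 dps, and for 13 with the authors' normalized values. From the transcripts that differ between vehicle/ACS and no sponge rats, the paper concludes that the ACS alone changes gene expression in the DRG beyond the effects of surgery.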

## Discussion

rhBMP-2 use in clinical arthrodesis is complicated with adverse side effects including pain and inflammation [5, 30]. In the present study, using a rat model of rhBMP-2 posterolateral arthrodesis, we show that rhBMP-2 induces a transient increase in thermal and mechanical sensitivity. This effect was accompanied by robust neuroinflammatory changes in and around the DRG, with some changes also transmitted to the dorsal spinal cord. We also observed that implantation of the absorbable collagen sponge alone is sufficient to cause macrophage recruitment to the DRG and spinal nerve even in the absence of rhBMP-2. Our studies suggest the inflammatory changes and altered pain sensitivity observed during rhBMP-2 arthrodesis may be mediated by a combination of effects caused by the rhBMP-2 and the ACS.

We determined that posterior lumbar fusion (PLF) surgery in rats was suitable for modeling some of the effects of rhBMP-2 on pain and inflammation. However, our procedure was different from clinical anterior or posterior lumbar *interbody* fusion surgeries (ALIF or PLIF) where the rhBMP-2/ACS is placed within a small metallic cage and then inserted into the intervertebral disc. In our model the ACS is placed directly on the transverse processes within the posterolateral spinal space outside the intervertebral disc rather than being placed within the restricted disc space, as the rodent intervertebral disc space is too small. Thus our model relates more to the off label use of rhBMP-2/ACS and does not investigate the intervertebral usage. Due to placement of the ACS the L4/L5 dorsal rami are unavoidably irritated and often cut during incision and muscle clearance. Damage to the dorsal rami may explain the ipsilateral ganglionic increase in ATF-3 with surgery, as ATF-3 induction is widely considered an indicator of nerve injury [36].

We did not detect induction of known BMP-2 responsive genes—ID1 and Smad6 in the DRGs removed from rats implanted with rhBMP-2/ACS. Instead, rhBMP-2/ACS implantation resulted in an increase in ganglionic expression of inflammatory-related genes such as Cox-2. However, direct rhBMP-2 treatment of explanted DRGs did induce ID1 and Smad7 mRNA, but not Cox-2 or other inflammatory genes. There could be several different explanations for this differential regulation of gene expression between direct rhBMP-2 treatment of DRG explant cultures, and rhBMP-2/ACS implantation-induced changes in DRG neurons in vivo. First, the effect of rhBMP-2 on DRGs in vivo could be indirect, possibly mediated by immune cells that are recruited by the presence of the implanted ACS. 

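Macrophage and monocyte markers were higher with rhBMP-2/ACS than with vehicle/ACS at 3 dps and lower as a list at 7 dps. Their mean log2 intensity in rhBMP-2/ACS rats was 6.44 ± 0.178 (SD, n = 4 rats) at 1 dps, 6.95 ± 0.354 (n = 3) at 3 dps and 6.57 ± 0.1 (n = 4) at 7 dps, and in vehicle/ACS rats 6.46 ± 0.206, 6.17 ± 0.289 and 6.85 ± 0.0642 (log2 of 23 markers). At 7 dps, Ctss, a lysosomal protease of macrophages, had a log2 fold change of -0.59 (adjusted p = 0.672 from limma), and Trem2, a receptor of phagocytes for lipids, one of -0.70 (adjusted p = 0.7). None of the 23 markers passed alone (0 when adjusted over the list alone), and 4 had an unadjusted p under 0.05, all lower with rhBMP-2/ACS. The list had a median of -0.28 and a camera adjusted p of 2.32e-05, and adjusted p = 0.295 with an estimated correlation. At 1 dps the camera adjusted p was 0.931. Fewer markers passed at 3 dps without replicate 3 of the rhBMP-2/ACS group. By QPCR, the paper found no induction of CD68 or S100a8 by rhBMP-2/ACS over vehicle/ACS at any of its times. Its counts of ED-1 macrophages in the spinal nerve were equal between these groups. Cd68 had no named probe in the annotation used, so that it could not be compared.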

As the peak inflammatory response after rhBMP-2/ACS implantation at 3 dps was prior to the observed significant macrophage infiltration at 7 dps, an indirect effect through macrophages is unlikely. An indirect effect would also imply that the rhBMP-2 in the ACS was not accessible in our model to DRG neurons. Indeed, in support of a lack of direct BMP-2 signaling to DRG neurons we were unable to find any difference in pSmad1/5/8 staining between DRGs taken from rhBMP-2/ACS or vehicle/ACS rats (data not shown). Thus, the mechanism through which BMP-2 differentially alters DRG gene expression in vivo and in vitro requires further evaluation.

We detected mild transient changes in mechanical and thermal sensitivities at 1 and 3 dps (Fig. 4). This time course correlates with the increased proinflammatory gene expression at 1 and 3 dps (Fig. 3). It is widely accepted that peripheral neuroinflammation leads to sensitization of nociceptors thereby altering pain sensitivity [37]. 

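At 1 dps, inflammatory mediators and complement genes were not higher as lists with rhBMP-2/ACS than with vehicle/ACS, and interferon response genes were lower as a list (n = 4 rats each). Mx1, an antiviral GTPase, had a log2 fold change of -0.65 and Irf7, the transcription factor of interferon genes, one of -0.50, each with an adjusted p of 0.999 from limma. Inflammatory mediators had a median log2 fold change of 0.04 (camera adjusted p = 0.28, and adjusted p = 0.878 with an estimated correlation), where 0 of 23 passed and 0 had an unadjusted p under 0.05. For interferon response genes the median was -0.20 (camera adjusted p = 0.00014, and adjusted p = 0.243 with an estimated correlation), where 0 of 28 passed (0 when adjusted over the list alone) and 3 had an unadjusted p under 0.05, all lower. Complement genes had a camera adjusted p of 0.914. Among 23 lists, 3 were called higher and 2 lower, and 0 were called with an estimated correlation. Neutrophil and bone marrow granulocyte markers had a level of 6.11 ± 0.103 (SD) with rhBMP-2/ACS and 5.93 ± 0.153 with vehicle/ACS. The mean log2 intensity of inflammatory mediators was 6.46 ± 0.324 (SD) with rhBMP-2/ACS and 6.40 ± 0.373 with vehicle/ACS at 1 dps, 6.73 ± 0.488 and 6.00 ± 0.152 at 3 dps (n = 3 rats each), and 6.23 ± 0.0976 and 6.33 ± 0.151 at 7 dps (n = 4 rats each).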

In the DRG, inflammatory mediators including pro-inflammatory cytokines released from resident cells as wells as blood-derived immune cells can act locally to sensitize nociceptors. BMP-2 itself, although most prominently known for pro-morphogenic roles, can exert numerous pro-inflammatory effects [17, 20, 21, 38]. Administration of rhBMP-2 increases levels of circulating pro-inflammatory and osteoclastic cytokines in a rodent model of PLF [39]. Clinically, rhBMP-2 has been reported to cause life threatening cervical swelling when used for anterior cervical fusions [7] which resulted in the FDA warning against its use in this setting [10]. Also, we have previously shown that rhBMP-2 triggers potent neuroinflammatory changes after spinal cord injury [18, 40]. Therefore a generalized rapid increased inflammatory environment surrounding the DRG neurons after rhBMP-2/ACS implantation could explain the transient increase in thermal and mechanical sensitivity we found. Our data are in contrast to those of Zanella et al. [41] who find no direct effect of either rhBMP-2/ACS or ACS alone on the thermal hypersensitivity that results after direct application to the sciatic nerve in the chronic constriction injury (CCI) neuropathic pain model. However, the CCI model causes significant inflammation by itself [42], so it is not clear whether additional inflammatory stimuli would further increase the large nociceptive changes seen in this model. In our model, the increased nociception was very transient, which is largely different from the clinical scenario [30, 43]. As we showed that rhBMP-2 driven bone formation did not occur during the first 7 days after surgery, the thermal and mechanical pain we detected within the first week can not be attributed to ectopic-bone mediated nerve root compression.

The infiltration of macrophages in the DRG and spinal nerve is an indication of a robust neuroinflammatory response evoked in the present arthrodesis model. Our findings indicate that the ACS was a significant cause of infiltrating macrophages as these macrophages were detected in vehicle/ACS animals, but not in those that underwent surgery without ACS implantation (Fig. 5). Our data are in agreement with those in a recent publication that shows increased inflammatory volume following intramuscular implantation of ACS alone, that was intermediate between the edema following surgery alone, and that of rhBMP-2/ACS implantation [21]. Macrophages are well known to participate in resorption of ACS [44]. Indeed, these macrophages express ED1, a marker for phagocytizing macrophages and many contained prominent vacuoles (Fig. 5) suggestive of engulfing activities. As we did not detect large numbers of these macrophages until 7 dps, after the pain responses we monitored had returned to baseline, it is possible that these macrophages have more of a reparative role in resorption of the ACS, rather than release of pro-inflammatory cytokines that would sensitize the nociceptors. ACS implantation alone resulted in numerous other molecular changes including alterations in expression of several genes involved in tissue morphogenesis. Thus, vehicle/ACS implantation alone was not sufficient to trigger the inflammatory milieu. This pro-inflammatory environment required the rhBMP-2 and the ACS.

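Genes of the extracellular matrix were lower as a list in DRG of vehicle/ACS rats than of no sponge rats at 3 dps, and no matrix gene passed alone (n = 3 rats each). Col1a1, the main chain of fibrillar collagen, had a log2 fold change of -0.57 (SE 0.203, adjusted p = 0.209 from limma), and Egfl7, a factor of growing vessels, one of -0.66 (SE 0.191, adjusted p = 0.109). Of 31 fibroblast and extracellular matrix genes, 0 passed (0 when adjusted over the list alone) and 3 had an unadjusted p under 0.05. Their median log2 fold change was -0.22, with a camera adjusted p of 0.0149 and adjusted p = 0.728 with an estimated correlation. This call ended without replicate 3 of the no sponge group, without replicate 1 or 2 of the vehicle/ACS group and with medians equalized between arrays. At 7 dps the list went the other way, at a mean log2 intensity of 9.43 ± 0.227 (SD, n = 4 rats) with vehicle/ACS and 8.335 ± 0.094 (n = 4) without sponge. The paper does not report those no sponge arrays, and their time of collection is not known. Of 15 endothelial and vascular genes, 0 passed (1 lower when adjusted over the list alone, Egfl7), with a camera adjusted p of 0.231 and adjusted p = 0.703 with an estimated correlation. Cartilage and bone genes had a camera adjusted p of 0.921 and adipocyte genes one of 0.509, and 0 of 9 and 0 of 14 passed.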

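Against no sponge, inflammatory, complement, macrophage and matrix genes were higher in DRG of rhBMP-2/ACS rats at 3 dps (n = 3 rats each). Cxcl10 rose by a log2 fold change of 2.01 (SE 0.324, adjusted p = 0.0005 from limma), Junb, a transcription factor of the early response, by 1.73 (adjusted p = 0.000565), and Fcgr3a, an Fc receptor of macrophages and natural killer cells, by 1.80 (SE 0.367, adjusted p = 0.00348). Of 23 inflammatory mediators, 7 were higher and 0 lower (14 higher when adjusted over the list alone), with a camera adjusted p of 5.9e-08 and adjusted p = 0.237 with an estimated correlation. Of 14 complement genes, 6 were higher (11 when adjusted over the list alone), at 2.29e-07 from camera and adjusted p = 0.237 with an estimated correlation. Of 23 macrophage and monocyte markers, 10 were higher (13 when adjusted over the list alone), at 6.34e-09 and adjusted p = 0.186 with an estimated correlation. Of 31 matrix genes, 15 were higher (19 when adjusted over the list alone), at 5e-13 and adjusted p = 0.237 with an estimated correlation. Without replicate 3 of the rhBMP-2/ACS group, 1 mediator, 0 complement genes, 0 macrophage markers and 5 matrix genes were higher, and without replicate 1 of it 13 mediators and 10 complement genes. Without replicate 1 of the no sponge group, 2 mediators, 1 complement gene, 3 macrophage markers and 8 matrix genes were higher. Without replicate 2 of that group 4 mediators and 5 macrophage markers were higher, and without replicate 3 of it 6 macrophage markers.
At 1 dps (n = 4 rats each), 0 probes passed between rhBMP-2/ACS and no sponge with limma, where 751 had an unadjusted p under 0.05, and 1 passed without replicate 4 of the no sponge group. Inflammatory mediators were higher as a list, with a median log2 fold change of 0.12 and a camera adjusted p of 0.0301 (adjusted p = 0.668 with an estimated correlation). This call ended without replicate 2 or 4 of the no sponge group and without replicate 4 of the rhBMP-2/ACS group, and without replicate 3 of the latter the median was -0.02. It also ended with a stricter filter on detection and with arrays weighted by quality. A direct test of the sponge without rhBMP-2 is the comparison of vehicle/ACS with no sponge, and no group had rhBMP-2 without the sponge.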

## Conclusions

This manuscript shows that rhBMP-2/ACS implanted onto the spine results in neuroinflammatory changes in the adjacent DRG and spinal nerve. Implantation of the ACS and exposure to rhBMP-2 resulted in distinct influences on the tissue microenvironment. An interaction of these influences resulted in neuroinflammation and an associated increase in pain sensitivity. These experiments may help explain the molecular basis for the development of radiculitis after lumbar arthrodesis and provide a rationale for the development of alternative delivery systems that could ameliorate neuroinflammatory sequelae of rhBMP-2 induced arthrodesis.

## Abbreviations

rhBMP-2: recombinant human bone morphogenetic protein -2
PLF: posterior lateral fusion
PLIF: posterior lumbar interbody fusion
ALIF: anterior lumbar interbody fusion
ACS: absorbable collagen sponge
DRG: dorsal root ganglia
Dps: days post surgery
DSC: dorsal spinal cord
CGRP: calcitonin gene related peptide
IL-1β: interleukin-1β
TGF-β: transforming growth factor-β
QPCR: quantitative PCR

How the deposited data were processed for this re-analysis (not part of the article)

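RNA of ipsilateral L4/L5 DRG was measured on 33 arrays of the Illumina Rat Ref-12 BeadChip, each with RNA of 1 rat, in 9 groups: rhBMP-2/ACS (80 µg), vehicle/ACS and no sponge at 1, 3 and 7 dps, with 4 rats per group at 1 and 7 dps and 3 rats per group at 3 dps. Samples were assigned to groups by the labels that the authors deposited. Side and 1 rat per array are taken from the paper's description of its arrays, which names the side only for rhBMP-2/ACS and vehicle/ACS rats. The ipsilateral side is assumed for all no sponge arrays. No arrays of no sponge rats at 7 dps are described in the paper, so that 1 rat per array is assumed for these too.

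The authors scanned the arrays and exported the mean bead intensity of each of 22523 probes from GenomeStudio, whose version is not given, without background subtraction or normalization. The detection p-value of each probe and array was computed by the authors' GenomeStudio software against negative control beads and deposited beside the intensity. The authors also deposited a table of intensities made with GenomeStudio's offset background subtraction and quantile normalization, on a linear scale, which holds values at and below 0. Checked against each other, 33 of 33 columns of that table ranked highest with their own column of intensities, with a Spearman correlation of at least 0.999994. No pair of arrays was identical, and the highest correlation of a pair was 0.995.

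Intensities were background corrected by limma's neqc, with negative controls inferred from the detection p-values, an offset of 16 and quantile normalization over all arrays, and taken to log2. Probes were kept if the detection p-value was under 0.05 in at least 75% of the arrays of any group, which left 12029 probes. Of the 22523 probes, 13793 carried 1 gene symbol and 8730 none, so that results without a symbol are only counted. Kept probes with a symbol numbered 8691, for 8526 genes. No genome was used, and no positions are given. Detected probes per array numbered from 10142 to 11674, and the number of arrays limits the precision.

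Linear models were fitted with limma 3.58.1 in R 4.3.3 to the 9 groups (lmFit and eBayes with a trend), with comparisons of treatments within each time point, of their differences between time points, and of 3 dps with 1 dps over the mean of vehicle/ACS and no sponge. P-values were adjusted by the Benjamini-Hochberg method within each comparison at a threshold of 0.05. Probes were also counted at the study's thresholds, a fold change above 1.66 and an unadjusted p under 0.1. Tested on simulated data, 50 of 12029 probes were changed at each of several sizes between groups of the same numbers of arrays. Of these, 76% were recovered at a log2 change of 0.73 and 100% at 2 for rhBMP-2/ACS against vehicle/ACS at 3 dps, and 86% and 100% at 1 dps. The simulated noise was independent between probes, while in the data single arrays move many probes together, so that recovery there can be lower. Figures were drawn with Python 3.11.15.

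The 23 gene lists were inflammatory mediators, interferon response, complement, macrophage and monocyte markers, neutrophil and bone marrow granulocyte markers, lymphocyte markers, MHC class II presentation, nerve injury and regeneration, sensory neuron and nociceptor, satellite glia and Schwann cell, skeletal muscle contractile genes, myogenic regulators, fibroblast and extracellular matrix, cartilage and bone, adipocyte, endothelial and vascular, erythrocyte, BMP and Smad targets, immediate early genes, cell cycle, glucocorticoid and stress response, cholesterol synthesis and ribosomal proteins. They were written from general knowledge, hold 1 probe per gene (the brightest kept), were tested where at least 5 genes were measured, and were tested by limma's camera with a preset correlation of 0.01 over 207 tests of lists and comparisons. A list's level in an array is the mean log2 intensity of its genes.

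Genes to name were taken by rule, and not each of them is described: every gene that the paper names in its text, Table 2, Fig. 3 or Fig. 5e and the array measures (the symbols of the figures were read from pictures), for each comparison the 10 genes with the largest fold change among those past the threshold whose groups do not overlap, or where fewer passed, also the 5 highest and 5 lowest with an unadjusted p under 0.05 whose groups do not overlap, said not to have passed, and the members of described lists with the lowest p, up to 4 per list. For genes of the paper that the detection filter leaves out, p-values come from a fit of all 22523 probes, and they were not followed over the alternatives. Where 1 group is not detected, the fold change is a lower bound, taken against the higher of each array's value and the lowest log2 value at which that array detected any probe. Clusters were formed by average linkage of 1 minus Pearson's correlation and tested by exact permutation of group labels.

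Each analysis was also run with the authors' normalized table (values under 16 set to 16), no background correction, an offset of 50, normalization within each time point, equal medians in place of quantiles, no filter, a stricter filter (detection p-value under 0.01 in every array of a group), only the compared groups in the fit, array weights, the replicate number as a block, the study's t statistic with unequal variances on log2 values and on the authors' values, a filter on the compared groups, camera with an estimated correlation, the mean of all probes of a gene, complete linkage, the 1000 most variable probes, and leaving out each array in turn. The paper names a software module and no statistic, so that the t statistic with unequal variances is an assumption. A BeadChip block was not run, since neither the labels nor the paper name the chip of an array. The authors' table with values under 1 set to 1, and the arrays of 1 time point normalized and fitted alone, were added later. Left out were the QPCR, histology and behaviour experiments, which have no deposited values, and the paper's enrichment of gene ontology terms, for which no annotation was at hand.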

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

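The tests of time of day, exchanged labels, neuron share, single arrays and muscle carry-over, and of other splits of the samples, were chosen only after the results were seen.

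A signal appeared in arrays that the paper does not report, those of no sponge rats at 7 dps, for which it gives QPCR and counts of ED-1 macrophages. Against them, genes of nerve injury, complement, macrophages, matrix and dividing cells were higher in DRG of vehicle/ACS rats at 7 dps (n = 4 rats each). Npy rose 9.12-fold (SE 0.304 on the log2 scale, adjusted p = 3.16e-08 from limma), A2m 8.14-fold (SE 0.291, adjusted p = 3.2e-08), Vip, detected in 1 of the no sponge rats so that the size of its change is uncertain (adjusted p = 4.16e-06), and Atf3, a transcription factor of injured neurons, by a log2 fold change of 2.02 (SE 0.299, adjusted p = 3.62e-05). Of 30 nerve injury genes, 16 were higher (20 when adjusted over the list alone), with a camera adjusted p of 2.38e-15 and adjusted p = 0.164 with an estimated correlation. Of 14 complement genes, 10 were higher (10 and 1 lower when adjusted over the list alone), at 1.62e-11 and adjusted p = 0.164 with an estimated correlation. Of 23 macrophage and monocyte markers, 11 were higher (15 when adjusted over the list alone), at 5.15e-11 and adjusted p = 0.164 with an estimated correlation. Of 31 matrix genes, 21 were higher (24 and 1 lower when adjusted over the list alone), at 8.39e-21 and adjusted p = 0.164 with an estimated correlation. Of 7 MHC class II genes 4 were higher (6 when adjusted over the list alone), at 0.000174 and adjusted p = 0.243 with an estimated correlation, and of 11 lymphocyte markers 3 (3 when adjusted over the list alone), at 0.00202 and adjusted p = 0.219 with an estimated correlation. Of 27 cell cycle genes, 18 were higher (22 when adjusted over the list alone), at 3.95e-19 and adjusted p = 0.164 with an estimated correlation. In all, 1224 probes passed, 748 higher and 476 lower (630 and 60 with medians equalized between arrays), and 745 without replicate 2 of the vehicle/ACS group. Of 35 splits of these arrays, 1 called as many, the real one, and the highest other called 8. This is the lowest share that 35 splits allow, not adjusted over the splits of other comparisons. It makes chance unlikely but does not exclude it. Splits cannot show a difference in collection or batch that all arrays of a group share.

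For this pattern at 7 dps, 0 arrays correlated more with the other group, which argues against labels of single arrays exchanged between the groups and could not show an exchange of the groups as wholes. The median log2 fold change of matrix genes exceeded that of satellite glia genes by 0.981 (p = 0.004, 10000 permutations of genes between the lists). This test takes genes as independent and does not permute rats. The size of the gap argues against fewer neurons, with all other cells in unchanged proportion, as the whole cause. More tissue rich in matrix genes would lower the share of neurons and give such a gap too, so that the test cannot decide on this. The sensory neuron list had a level of 9.189 ± 0.0586 (SD) with vehicle/ACS and 9.321 ± 0.0395 without sponge. Other changes in cell shares were not tested. What stays open is another time of day at collection, since 4 of 11 clock genes passed (Per2, Nr1d1 and Tef higher, Bmal1 lower), and Per2 rose 6.23-fold (SE 0.202, adjusted p = 6.67e-10), from 6.51 ± 0.207 (SD) without sponge to 9.15 ± 0.07. In the other groups the mean of Per2 ranged from 7.93 to 9.20. The paper gives no time of collection, so that another time of day and an effect of the sponge cannot be told apart. This holds for the clock genes and for the other probes. In the label order at 7 dps the no sponge arrays follow all others, so that a batch in that order cannot be told apart either. An exchange of whole groups was not tested here, and the paper's ED-1 macrophages, more numerous with the ACS than without at 7 days, go the way of the macrophage markers under the labels as given. Open too is a response of the DRG to the sponge, a hypothesis not tested apart from these values.

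For rhBMP-2/ACS against vehicle/ACS at 3 dps, the 1268 probes were weighed against 2 explanations. Matrix genes exceeded satellite glia genes by 0.817 (p = 0.002, the same permutation of genes and not of rats). This gap argues against fewer neurons, with all other cells in unchanged proportion, as the whole cause. It cannot decide on a lower share of neurons through added matrix tissue. The sensory neuron list had a level of 9.141 ± 0.0945 (SD) with rhBMP-2/ACS and 9.3 ± 0.038 with vehicle/ACS. There were 235 probes left without replicate 3 of the rhBMP-2/ACS group, and without replicate 2 of the vehicle/ACS group 588, so that 1 array is not the whole cause. The 10 splits are too few for a share under 0.05, with 1 split calling 1268 and the highest other 95. In the label order at 3 dps, no sponge arrays come first, vehicle/ACS arrays next and rhBMP-2/ACS arrays last, as they do at 1 dps. A batch in that order cannot be told apart from the treatment. An effect of rhBMP-2 that differs in size between rats, and another state of replicate 3, such as inflammation of its ganglion, stay open and untested, though the former is consistent with the 235 probes that remain.

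For muscle genes at 3 dps, skeletal muscle carried over with single ganglia was weighed. Within groups, the deviations of 21 muscle genes had a mean pairwise correlation of 0.102 over 33 arrays (random lists had a median of -0.000537 and a 99th percentile of 0.0452, p = 2e-04, permutation test), but the largest deviations of the list were 0.511 in replicate 3 of the rhBMP-2/ACS group at 1 dps and 0.414 in replicate 3 at 7 dps, and those at 3 dps ranged from -0.083 to 0.156. In the 9 arrays at 3 dps alone the correlation was 0.00738 (99th percentile 0.0883, p = 0.332, permutation test), so that carry-over and other causes cannot be told apart for the muscle genes at 3 dps. Without replicate 1 of the vehicle/ACS group, the log2 fold change of Tnnc2 against no sponge was 0.303 in place of 0.742, so 1 array gave most of it. In that array Acta1 was at 8.69 and Ckm at 6.71, against 7.95 and 7.74 and 5.68 and 5.09 in the other vehicle/ACS rats, and Car3, Actn3 and Mybpc2 were highest in it too (5.96, 5.38 and 5.25), while Tnnt3 at 4.97 and Myh7 at 4.94, neither detected in it, were not, and a response of muscle genes to the ACS stays open and untested.

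The effect of a treatment differed between time points in limma's test. For rhBMP-2/ACS against vehicle/ACS, it differed for 140 probes between 1 and 3 dps, and for 5 without replicate 3 of the rhBMP-2/ACS group and 7 without replicate 2 of the vehicle/ACS group at 3 dps. Of 100 regroupings, 10 gave as many, the highest other 929. A regrouping could keep the real groups at 3 dps and with them the effect there, so that these counts cannot test chance. Chance is not excluded for this difference, and no batch could be fitted. Between 3 and 7 dps, 830 probes differed (209 without replicate 3 of the rhBMP-2/ACS group and 432 without replicate 2 of the vehicle/ACS group at 3 dps), and 1 of 100 regroupings gave as many, the real one, with 657 as the highest other. For vehicle/ACS against no sponge, 361 probes differed between 1 and 7 dps, 270 higher at 7 dps and 91 lower (368 and 13 with medians equalized, when the median of all probes moves from -0.0394 to 0.0981), and 229, 199 and 212 without replicates 1 and 4 of the vehicle/ACS group at 1 dps and replicate 2 at 7 dps. Between 3 and 7 dps, 451 differed, 344 higher and 107 lower (392 and 16 with medians equalized), and 182, 211 and 285 without replicate 3 of the no sponge group and replicate 2 of the vehicle/ACS group at 3 dps, and replicate 2 of the vehicle/ACS group at 7 dps. The counts of 361 and 451 rest on the no sponge arrays at 7 dps. Another time of collection or a batch of those arrays cannot be told apart from an effect of the sponge. For each of these 2 differences, 1 of 100 regroupings gave as many, the real one, and the highest others gave 316 and 363. These regroupings, and those for the 830 probes, could also keep the real groups at 1 of the time points. Hence their counts cannot test chance for a difference between time points, and chance is not excluded.

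Also outside the paper's comparisons, 908 probes differed between rhBMP-2/ACS and no sponge at 3 dps, 507 higher and 401 lower (354 and 92 with medians equalized), and 139, 354 and 393 without replicate 3 of the rhBMP-2/ACS group and replicates 1 and 2 of the no sponge group. Between rhBMP-2/ACS and no sponge at 7 dps, 437 differed, 312 higher and 125 lower (347 and 12 with medians equalized), and 157, 287, 258 and 277 without replicates 3 and 4 of the rhBMP-2/ACS group and replicates 1 and 3 of the no sponge group. For the former the 10 splits are too few for a share under 0.05, with 1 split calling 908 and the highest other 3. For the latter 1 of 35 splits called as many, the real one, with 3 as the highest other. This is the lowest share that 35 splits allow, so that chance is unlikely but not excluded. Another time of collection or a batch of the no sponge arrays at 7 dps cannot be told apart from the treatment there.

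For the other comparisons, splits were counted in the same way. Where the real count is 0, every split gives at least as many, which tests nothing. This holds, with 35 of 35 splits, for rhBMP-2/ACS against vehicle/ACS at 1 dps (real 0, highest other 84) and 7 dps (real 0, highest other 5), vehicle/ACS against no sponge at 1 dps (real 0, highest other 2) and rhBMP-2/ACS against no sponge at 1 dps (real 0, highest other 1). It holds with 100 of 100 regroupings for the differences between 1 and 7 dps of rhBMP-2/ACS against vehicle/ACS (real 0, highest other 4) and between 1 and 3 dps of vehicle/ACS against no sponge (real 0, highest other 8). At the study's thresholds, 33 of 35 splits gave at least the real 12 for rhBMP-2/ACS against vehicle/ACS at 1 dps (highest other 86), so that chance cannot be excluded. What gave the 84 and 86 was not tested. At these thresholds 7 of 35 gave at least 25 at 7 dps (highest other 37), and for vehicle/ACS against no sponge at 1 dps 12 of 35 gave at least 26 (highest other 74), so that chance cannot be excluded. At 3 dps the 10 splits are too few, with 1 split giving 399 for rhBMP-2/ACS against vehicle/ACS (highest other 239) and 2 giving at least 64 for vehicle/ACS against no sponge (highest other 89), and at an adjusted p under 0.05 with 1 giving 41 for the latter (highest other 19). For vehicle/ACS against no sponge at 7 dps, 1 of 35 gave 327 at the study's thresholds, the real one (highest other 124), so that chance is unlikely but not excluded. For 3 dps against 1 dps, 1 of 100 gave 5485, the real one (highest other 3303), so that chance is unlikely but not excluded.

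Single arrays lay far from the others of their group, by Dixon's test, in 13 of 250 tests, where chance gives 12.5. For list levels (mean log2 intensity) these were neutrophil and bone marrow granulocyte markers in vehicle/ACS 1 dps replicate 3 at 6.16, skeletal muscle genes in rhBMP-2/ACS 1 dps replicate 3 at 6.88 and in rhBMP-2/ACS 7 dps replicate 3 at 6.78, myogenic regulators in no sponge 7 dps replicate 4 at 6.26, endothelial genes in no sponge 1 dps replicate 2 at 7.16, immediate early genes in no sponge 1 dps replicate 1 at 7.74, and cholesterol synthesis genes in vehicle/ACS 1 dps replicate 4 at 9.4 and in rhBMP-2/ACS 7 dps replicate 3 at 9.06. For single genes, they were Gabrg1 in rhBMP-2/ACS 1 dps replicate 1 at 6.13, Vsig2 in rhBMP-2/ACS 7 dps replicate 2 at 4.48, Farp1 in no sponge 1 dps replicate 3 at 4.79, Prg2 in no sponge 1 dps replicate 4 at 7.86 and Slpi in vehicle/ACS 7 dps replicate 3 at 9.21. No explanation of these was tested.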

How the results depend on the processing

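The authors' values with a floor of 1 and the arrays of 1 time point fitted alone were chosen only after the results were seen, and the other alternatives were planned. Directions and calls are given for counts of probes, named genes and gene lists, and the cause of a change was not tested. Over all alternatives, named genes past the threshold gave 1188 values, of which 1034 kept direction and call, 154 lost the call and 0 turned. Called lists gave 1716, of which 1514 kept both, 195 lost the call and 7 turned. Genes not past it gave 1445, of which 27 passed and 29 turned, and lists not called gave 240, of which 10 passed and 26 turned. Low signal over background limits dim probes most, as in groups where a gene is not detected. A BeadChip block could not be fitted, since no label names the chip.

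In this paragraph, BV stands for rhBMP-2/ACS against vehicle/ACS, VN for vehicle/ACS against no sponge and BN for rhBMP-2/ACS against no sponge, followed by the time point in dps. With the authors' normalized values, counts at an adjusted p under 0.05 were 3 for BV 7 and 77 for VN 3 (47 higher and 30 lower), counts at the study's thresholds were 19 for BV 1, 52 for BV 7 and 116 for VN 3, and the effect differed for 1 probe between 1 and 7 dps for BV and for 13 between 1 and 3 dps for VN. Without background correction, counts at the study's thresholds were 161 for BV 3, 9 for BV 7, 14 for VN 1, 15 for VN 3 and 139 for VN 7. With an offset of 50 they were 224, 16, 15, 20 and 193, and 58 passed for VN 3 (35 higher and 23 lower). With arrays normalized within each time point, 86 passed for VN 3. With equal medians, 17 passed for VN 3, 690 for VN 7, 1 for BN 1 and 446 for BN 3, and the effect of BV differed for 496 between 3 and 7 dps. With no filter, 8 passed for BV 7, 100 for VN 3 and the effect of BV differed for 86 between 1 and 3 dps, and with a stricter filter 23 passed for VN 3. With only the groups compared, 153 passed for BV 3, 1 for BV 7, 1 for VN 1, 0 for VN 3, 2 for BN 1 and 27 for BN 3, and the effect of BV differed for 2 between 1 and 3 dps and 410 between 3 and 7 dps. With array weights, 656 passed for BV 3, 1 for BV 7, 0 for VN 3, 1 for BN 1 and 427 for BN 3, the effect of BV differed for 548 between 3 and 7 dps, and that of VN for 659 between 1 and 7 dps. With the replicate number as a block (paired by a number that the labels do not tie to an animal), 16 passed for VN 3 and 2612 for 3 dps against 1 dps, and 1221 for BV 3 and 1200 for VN 7. At 3 dps, deviations of arrays with the same number correlated by 0.0732 to 0.204 for BN, where 3 of 3 rhBMP-2/ACS arrays were closest to their own number, 0.05 to 0.164 for BV (2 of 3) and -0.0356 to 0.149 for VN (1 of 3), a hint from the data and not the design, and over all time points by -0.181 to 0.244. With camera at an estimated correlation, 0 of 85 list calls held, as for inflammatory mediators at BV 3 with a median of 0.698. With the study's t statistic, 0 passed for BV 3, 0 for VN 3 and 167 for VN 7, and 5, 16, 11 and 31 reached the study's thresholds for BV 1, BV 7, VN 1 and VN 3. On the authors' values it gave 86, 172, 92, 313 and 696 for BV 1, BV 7, VN 1, VN 3 and VN 7. With a floor of 1, 64 passed for VN 3 (12 higher and 52 lower), and 131, 1242, 348, 166, 801 and 972 reached the study's thresholds for BV 1, BV 3, BV 7, VN 1, VN 3 and VN 7. With the arrays of 1 time point alone, 1 passed for VN 1, 1 for BN 1, 273 for BV 3, 1 for VN 3 and 139 for BN 3. For BV 3, Smad6 (0.013) turned to -0.271 with the authors' values, -0.015 with offset 50, -0.003 within each time point and with 1 time point alone, and -0.042 with equal medians. Asic2 (0.001) turned to -0.013 without background correction and -0.616 with a floor of 1, and Smad7 (0.047) to -0.028 with array weights. With equal medians, Trpv1 turned to 0.039, Gapdh to 0.103 and Gpx2 to 0.075. Of lists, macrophage markers at VN 1 turned to 0.001 with offset 50, interferon genes at VN 3 to -0.002 with offset 50 and -0.081 with equal medians, and at VN 1 to -0.03 with equal medians. Inflammatory mediators at VN 1 turned to -0.003 with equal medians and -0.035 with a floor of 1, and at VN 3 to 0.059 with the stricter filter. Ribosomal proteins at BN 1 turned to -0.012 with equal medians, and myogenic regulators at VN 1 to -0.03 with the stricter filter.

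Leaving out each array in turn, which leaves fewer samples, counts at an adjusted p under 0.05 ranged from 235 to 1697 for BV 3, 0 to 2 for BV 7, 0 to 1 for VN 1, 0 to 106 for VN 3, 745 to 1170 for VN 7, 0 to 1 for BN 1, 139 to 1266 for BN 3 and 157 to 412 for BN 7. Of the 1268 at BV 3, 228 were among the 235 left without replicate 3 of the rhBMP-2/ACS group. At the study's thresholds they ranged from 13 to 22 for BV 1, 238 to 558 for BV 3, 26 to 43 for BV 7 and 58 to 112 for VN 3. The effect of BV differed for 5 to 387 probes between 1 and 3 dps, 0 to 2 between 1 and 7 dps and 209 to 1186 between 3 and 7 dps, and that of VN for 0 to 7, 199 to 410 and 182 to 483. Medians of lists that turned ranged from -0.034 to 0.122 for inflammatory mediators at VN 1, -0.055 to 0.046 at VN 3 and -0.024 to 0.175 at BN 1, from -0.012 to 0.085 for interferon genes at VN 1, -0.096 to 0.116 at VN 3, -0.055 to 0.246 at BN 3 and -0.047 to 0.236 at BV 3, from -0.164 to 0.036 for complement at VN 1, from -0.077 to 0.025 for macrophage markers at VN 1 and -0.349 to 0.03 at VN 3, from -0.049 to 0.049 for muscle genes and -0.009 to 0.044 for myogenic regulators at VN 1, from -0.027 to 0.106 for cell cycle genes at BV 1 and from -0.044 to 0.509 for neutrophil markers at BN 3. At BV 3, genes that turned ranged from -0.089 to 0.351 for Ccl2, -0.1 to 0.157 for Smad7, -0.169 to 0.369 for Smad6, -0.074 to 0.081 for Gapdh, -0.181 to 0.26 for Asic2, -0.284 to 0.173 for Gpx2 and -0.077 to 0.488 for Mx1.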

Differences from the paper's values

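The authors' values with a floor of 1 were chosen only after the results were seen. It was not tested whether the paper's counts come from the same arrays: its Table 1 gives 6 rats per group, its methods state 4 RNA samples, and 4 arrays per group at 1 and 7 dps and 3 at 3 dps were used here. At the paper's stated thresholds, a fold change above 1.66 and a p under 0.1, the number of probes differed from the paper's in each comparison. For rhBMP-2/ACS against vehicle/ACS at 1 dps, 12 probes were counted and the paper's value is 107. At 3 dps, 399 were counted and the paper's value is 216, and at 7 dps 25 were counted and the paper's value is 245. For vehicle/ACS against no sponge at 1 dps, 26 were counted and the paper's value is 80, and at 3 dps 64 were counted and the paper's value is 298. Of 13 alternatives fixed before the data were examined, 1 came within 1.5 times the paper's value at each of 1 and 7 dps for rhBMP-2/ACS against vehicle/ACS and 1 and 3 dps for vehicle/ACS against no sponge: the study's t statistic on the authors' values, which gave 86, 172, 92 and 313. For rhBMP-2/ACS at 3 dps, 3 did: no background correction with 161, an offset of 50 with 224 and the study's t statistic on log2 values with 283, while the t statistic on the authors' values gave 527. The remaining alternatives differed, and so did the counts without 1 array, except 238 without replicate 3 of the rhBMP-2/ACS group at 3 dps. With the authors' values at a floor of 1, an alternative chosen after seeing the values, 131, 1242 and 348 were counted at 1, 3 and 7 dps for rhBMP-2/ACS against vehicle/ACS, and 166 and 801 at 1 and 3 dps for vehicle/ACS against no sponge, of which 131 and 348 alone lie within 1.5 times the paper's values. With that floor, of 30 symbols of Fig. 3, 28 did not reach these thresholds at 1 dps, 5 did not at 3 dps and 20 did not at 7 dps, where 30, 10 and 26 did not with an offset of 16, and of 14 symbols of Fig. 5e 9 reached them at 3 dps, where 2 did.

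For genes that respond to the ACS at 3 dps, the paper states strong repression of Angpt1, Sema6b, Igf2 and Frzb and strong induction of Tnnt3, Tnnc2 and Myh7. Igf2 at -1.02 and Tnnc2 at 0.74 lay in the stated direction, and Igf2 reached the paper's thresholds (unadjusted p = 0.0018). At an adjusted p under 0.05 they, Tnnt3, Sema6b and Myh7 passed in no alternative in which they were tested. Sema6b was detected in 0 vehicle/ACS rats and 1 no sponge rat, Myh7 in 1 and 0 and Tnnt3 in 2 and 1, so that no direction is called for them. The log2 values of Myh7 were 4.94, 5.44 and 4.91 with vehicle/ACS and 4.75, 4.66 and 4.66 without sponge. Those of Tnnt3 were 4.97, 5.13 and 5.43 with vehicle/ACS and 5.08, 4.68 and 4.56 without sponge. Both genes lean the stated way, at values near the background. Angpt1 and Frzb were detected in too few arrays to be followed over the alternatives. In a fit of all probes, the log2 fold change of Angpt1 was 0.03 (SE 0.174, adjusted p = 0.966), too close to the background for a direction, and Frzb was at least 1.07-fold lower (adjusted p = 0.369). The paper states that transcripts that differ with the ACS are enriched for muscle development. That enrichment, of gene ontology terms at unadjusted thresholds over 1 and 3 dps, was not tested here. In a list written here, 0 of 21 contractile genes passed at 3 dps at an adjusted p under 0.05, with a camera adjusted p of 0.295. Of 14 tested symbols of Fig. 5e, Npr1 passed without background correction (adjusted p = 0.0406), with arrays normalized within each time point (adjusted p = 0.0495) and with a floor of 1 (adjusted p = 0.006). St8sia4 passed with arrays normalized within each time point (adjusted p = 0.0475) and with a floor of 1 (adjusted p = 0.0246).

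For rhBMP-2/ACS, the paper places raised proinflammatory expression at 1 and 3 dps. At 1 dps 0 of 30 tested symbols of Fig. 3 passed with limma, and 19 had a positive fold change, while at 3 dps 15 were higher, with A2m, Gfap, Cxcl11 and C1qb among them. Of symbols of Fig. 3 that did not pass at 3 dps, Ptgs2 passed with equal medians (adjusted p = 0.0401) and with the replicate number as a block (adjusted p = 0.014), and without any 1 of replicate 3 of the vehicle/ACS group and replicates 1 and 2 of the rhBMP-2/ACS group. Lbp passed with that block (adjusted p = 0.0108) and without replicate 3 of the vehicle/ACS group or replicate 1 of the rhBMP-2/ACS group. Hp passed with that block (adjusted p = 0.0491), with a floor of 1 (adjusted p = 0.0131) and without replicate 1 of the rhBMP-2/ACS group, and Nbn without replicate 3 of the vehicle/ACS group. Prlr, shown in Fig. 3, was lower at 3 dps.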

Other observations

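The comparison of rhBMP-2/ACS at 3 dps with vehicle/ACS at 7 dps and the list of clock genes were chosen only after the results were seen. The paper measured the following genes by QPCR, in DRG at 24 h or in cultures, and c-fos (Fos) and dynorphin (Pdyn) in the dorsal spinal cord, another tissue. At 1 dps, the time of the QPCR, none passed (n = 4 rats each, adjusted p = 0.999 for each), with log2 fold changes of 0.32 for Ptgs2 (SE 0.357), which the paper's QPCR found increased, 0.29 for Id1, 0.08 for Atf3, 0.14 for Ccl2, -0.02 for Il1b and 0.03 for Fos. Array values at 3 dps for rhBMP-2/ACS against vehicle/ACS (n = 3 rats each) passed for Fos, with a log2 fold change of 2.03 (SE 0.498, adjusted p = 0.00891 from limma), and Id1, a target of BMP signalling, with 0.92 (SE 0.197, adjusted p = 0.00356), and neither passed without replicate 3 of the rhBMP-2/ACS group (adjusted p = 0.0839 for Fos and 0.0612 for Id1). Il1b at 0.71 (adjusted p = 0.122), Atf3 at 0.56 (adjusted p = 0.321) and Ccl2 at 0.15 (adjusted p = 0.797) did not pass. Smad6, detected in 0 rhBMP-2/ACS rats and 1 vehicle/ACS rat, and Smad7 at 0.05, inhibitors that BMP signalling induces, Tac1 at -0.15, Trpv1 at -0.06 and Gapdh at -0.01 did not pass either, and Ccl2, Smad6, Smad7, Trpv1 and Gapdh change sign between scalings, weights or arrays left out.

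Other lists at 3 dps for rhBMP-2/ACS against vehicle/ACS were as follows. Of 18 neutrophil and bone marrow granulocyte markers, 3 were higher (4 and 1 lower when adjusted over the list alone), which are Chi3l1, Ccl6 and Slpi, with a camera adjusted p of 0.000659 and adjusted p = 0.396 with an estimated correlation. Only 1 was higher when replicate 3 of the rhBMP-2/ACS group, or replicate 1 or 2 of the vehicle/ACS group, was left out, and 1 lower gene appeared without replicate 1 or 2 of the rhBMP-2/ACS group. Of 11 lymphocyte markers, 2 were higher (2 when adjusted over the list alone), Cd3g and Nkg7, at 0.0165 and adjusted p = 0.295 with an estimated correlation, and the call of the list ended without replicate 2 of the vehicle/ACS group. The 2 genes became 1 without any array but replicate 1 of the rhBMP-2/ACS group. Of 20 satellite glia and Schwann cell genes, 4 were higher (6 and 1 lower when adjusted over the list alone), Gfap, Gldn, Egr2 and Cryab, at 0.0378 and adjusted p = 0.351 with an estimated correlation, and this call ended without replicate 2 of the vehicle/ACS group or replicate 1 of the rhBMP-2/ACS group. The lists that did not pass had camera adjusted p-values of 0.0601 for MHC class II presentation (2 of 7 higher, RT1-DMb and RT1-DMa, 0 without replicate 3 of the rhBMP-2/ACS group and 1 without replicate 1 of the vehicle/ACS group), 0.611 for nerve injury and regeneration, 0.914 for skeletal muscle, 0.931 for myogenic regulators, 0.0851 for cartilage and bone, 0.928 for adipocyte, 0.513 for erythrocyte, 0.107 for glucocorticoid and stress response and 0.602 for BMP and Smad targets, whose median was -0.01 and mean 0.04.

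At 7 dps, complement, matrix and cell cycle genes were lower as lists with rhBMP-2/ACS than with vehicle/ACS, with camera adjusted p-values of 0.000544 (adjusted p = 0.375 with an estimated correlation), 1.27e-06 (adjusted p = 0.382 with an estimated correlation) and 2.79e-08 (adjusted p = 0.295 with an estimated correlation), and no member passed (0 when adjusted over the list alone), where 3, 6 and 7 had an unadjusted p under 0.05, all lower. Neutrophil and bone marrow granulocyte markers were higher as a list, at 0.00208 and adjusted p = 0.439 with an estimated correlation, and not without replicate 3 of the rhBMP-2/ACS group (camera adjusted p = 0.768). Against no sponge, 6 of 18 of these markers were higher with rhBMP-2/ACS at 7 dps (15 when adjusted over the list alone), at 2.51e-11 and adjusted p = 0.164 with an estimated correlation, and 1 without replicate 3 of the rhBMP-2/ACS group and 2 without replicate 2 or replicate 3 of the no sponge group.

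Probes that differed between rhBMP-2/ACS and vehicle/ACS at 3 dps overlapped those that differed between vehicle/ACS and no sponge at 7 dps, comparisons that share no array. Of 719 and 748 higher probes, 368 were shared, where 44.7 would be if the sets were independent, and of 549 and 476 lower probes 83 were shared, where 21.7 would be. Across the 12029 probes, which are not independent replicates, the fold changes had a Pearson correlation of 0.538 and a Spearman correlation of 0.393. Clock genes at 7 dps passed for rhBMP-2/ACS against no sponge in 6 of 11 (Per1, Per2, Bhlhe40, Nr1d1 and Tef higher, Bmal1 lower) and for rhBMP-2/ACS against vehicle/ACS in 0 of 11 with limma. At 3 dps, 2 of 11 passed for rhBMP-2/ACS against vehicle/ACS, Bhlhe40 higher by 0.92 (SE 0.199, adjusted p = 0.00357) and Tef lower, at -0.98 (SE 0.192, adjusted p = 0.00173). Of all 12029 probes 1268 passed there, so that these 2 do not set clock genes apart. Per2 (0.131), Nr1d1 (-0.003) and Bmal1 (0.08) did not pass in it.

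Of the genes with the largest fold changes that passed and are not described above, Ifi44, an interferon response gene, rose 5.22-fold with rhBMP-2/ACS against vehicle/ACS at 3 dps (SE 0.748 on the log2 scale, adjusted p = 0.0377 from limma), and did not pass without replicate 1 (adjusted p = 0.106), 2 (adjusted p = 0.09) or 3 (adjusted p = 0.0543) of the vehicle/ACS group or replicate 2 (adjusted p = 0.0582) or 3 (adjusted p = 0.178) of the rhBMP-2/ACS group. For vehicle/ACS against no sponge at 7 dps, Thbs2 rose at least 5.95-fold (adjusted p = 9.9e-07), Csrp3 at least 5.28-fold (adjusted p = 2.96e-05), Crisp3 at least 3.95-fold (adjusted p = 0.000813), Slpi 7.21-fold (SE 0.558, adjusted p = 0.000997), Cthrc1 6.44-fold (SE 0.255, adjusted p = 3.16e-08) and Thbs4 5.1-fold (SE 0.358, adjusted p = 5.34e-05). For rhBMP-2/ACS against no sponge, Hamp rose 5.17-fold at 3 dps (SE 0.489, adjusted p = 0.00365) and at least 4.56-fold at 7 dps (adjusted p = 0.000258), where Csrp3 rose at least 6.79-fold (adjusted p = 1.79e-05). For vehicle/ACS against no sponge at 3 dps, Or52z14 (adjusted p = 0.0393), Cog3 (adjusted p = 0.0497), Mthfd2l (adjusted p = 0.0362), Pip4k2c (adjusted p = 0.0342) and Hltf (adjusted p = 0.0484) passed, and each of the 5 did not pass without replicate 2 (adjusted p = 0.0652, 0.13, 0.126, 0.0713 and 0.119) or replicate 3 (adjusted p = 0.0815, 0.18, 0.0815, 0.135 and 0.0815) of the vehicle/ACS group, nor without at least 1 array of the no sponge group.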
